# Global Transcriptional Profiles of the Copper Responses in the Cyanobacterium *Synechocystis* sp. PCC 6803

**DOI:** 10.1371/journal.pone.0108912

**Published:** 2014-09-30

**Authors:** Joaquin Giner-Lamia, Luis López-Maury, Francisco J. Florencio

## Abstract

Copper is an essential element involved in fundamental processes like respiration and photosynthesis. However, it becomes toxic at high concentration, which has forced organisms to control its cellular concentration. We have recently described a copper resistance system in the cyanobacterium *Synechocystis* sp. PCC 6803, which is mediated by the two-component system, CopRS, a RND metal transport system, CopBAC and a protein of unknown function, CopM. Here, we report the transcriptional responses to copper additions at non-toxic (0.3 µM) and toxic concentrations (3 µM) in the wild type and in the copper sensitive *copR* mutant strain. While 0.3 µM copper slightly stimulated metabolism and promoted the exchange between cytochrome c_6_ and plastocyanin as soluble electron carriers, the addition of 3 µM copper catalyzed the formation of ROS, led to a general stress response and induced expression of Fe-S cluster biogenesis genes. According to this, a double mutant strain *copRsufR*, which expresses constitutively the *sufBCDS* operon, tolerated higher copper concentration than the *copR* mutant strain, suggesting that Fe-S clusters are direct targets of copper toxicity in *Synechocystis*. In addition we have also demonstrated that InrS, a nickel binding transcriptional repressor that belong to the CsoR family of transcriptional factor, was involved in heavy metal homeostasis, including copper, in *Synechocystis*. Finally, global gene expression analysis of the *copR* mutant strain suggested that CopRS only controls the expression of *copMRS* and *copBAC* operons in response to copper.

## Introduction

Copper is an essential oligoelement that is required as a cofactor for a number of cuproenzymes including amine oxidases, cytochrome c oxidases, laccases, methane monooxygenases, multicopper oxidases, nitrite oxidases, plastocyanin, superoxide dismutases and tyrosinases. These proteins are involved in diverse cellular processes such as energy transduction, iron mobilization and oxidative stress response [1], [2]. The ability of copper to alternate between its cuprous Cu(I) and cupric Cu(II) oxidation states makes it an ideal biological cofactor. However, the two-oxidation states of copper not only allow its participation in essential redox reactions but also to catalyze the production of reactive oxygen species (ROS) through the Fenton and Haber-Weis reactions, which leads to severe damage to lipids, proteins, DNA and other cytoplasmic molecules [3]. Furthermore, copper in excess competes with other metals for their binding sites in proteins following the Irwing-Williams series [4], resulting in a perturbation of protein function and in some cases protein degradation. Recently, an alternative copper toxicity mechanism has been reported in *Escherichia coli*, *Bacillus subtilis* and *Synechocystis* sp. PCC 6803 (hereafter *Synechocystis*), in which Cu(I), the predominant intracellular species [5], interferes with the function and/or stability of catalytic Fe-S clusters, damaging essential enzymes [6], [7], [8]. All these have forced all living organisms to develop homeostatic mechanisms to tightly control cellular copper pools.

To cope with hazardous copper concentrations, bacteria use copper specific induced mechanisms that include membrane transporters, copper chaperones and copper responsive transcriptional factors. Active efflux is a key feature for copper resistance and three non-related families of export system have been characterized: P_I_-type ATPases, which hydrolyses ATP to drive Cu cations from cytosol to the periplasmic space, like *Escherichia coli* CopA [9], heavy metals efflux-resistance nodulation and division (HME-RND) efflux systems, such as *copBAC* [10], and other membrane proteins, like CopB and CopD from *Pseudomonas syringae* [3], [11]. Copper homeostasis systems usually contain periplasmic and/or cytosolic copper-binding proteins to avoid deleterious side reactions and to ensure that copper is properly delivered to the correct target proteins [12], such as the periplasmic copper chaperone CusF and the cytoplasmic copper chaperones Atx1 or CopZ [3], [13]. Multicopper oxidases are also involved in copper resistance, since they oxidize Cu(I) to Cu(II) in the periplasm, which is a less toxic form that is not transported inside the cell [14], [15]. Copper resistance systems are usually transcriptionally regulated by copper and this regulation is mediated by two types of metalloregulatory proteins systems: copper-responsive transcription factors that sense cytosolic copper levels and belong to several unrelated families of transcriptional regulators, including CueR, CopY, CsoR or BxmR [16], [17], [18], [19], [20], and two-component copper-responsive systems that detect periplasmic copper levels, which the best characterized member is CopRS in *E. coli* [3], [11], [21], [22], [23].

Cyanobacteria are unusual among bacteria as they have internal copper requirements for two proteins: the blue-copper protein plastocyanin and the caa_3_-type cytochrome oxidase which are involved in the photosynthetic and respiratory electron transport chains, respectively. These two proteins are localized in an internal membranous system, the thylakoids. Thus, cyanobacteria constitute an attractive model to investigate the systems managing copper use as a metabolite and those systems used to avoid its toxic effects. In cyanobacteria, copper metabolism has been mainly studied in the model cyanobacterium *Synechocystis*. Copper import in *Synechocystis* is mediated by two P_I_-type ATPases, CtaA and PacS, which are located in the plasma and thylakoidal membranes respectively, a small cytosolic soluble copper metallochaperone, Atx1, and glutathione [8], [24], [25]. Copper import inside the cell is mediated by CtaA, which delivers it to Atx1, that together with glutathione buffers cytoplasmic copper [8], this is subsequently transferred to PacS, which finally transports it into the thylakoid lumen. We have recently described a copper resistance mechanism in *Synechocystis* that comprises a two-component system, CopRS, an HME-RND export system, CopBAC, and a protein of unknown function, CopM [21]. These proteins are encoded by two operons: *copMRS* (which is duplicated in the plasmid pSYSX and designated as *copM_1_R_1_S_1_* and *copM_2_R_2_S_2_* here), and *copBAC*, which is only present in the plasmid pSYSX. The expression of both copies of *copMRS* and *copBAC* is regulated by CopRS in response to the presence of copper in the media [21]. However, CopRS does not control the expression of any of the copper metabolism genes described above, *ctaA*, *pacS* and *atx1* [21]. Mutants in *copRS* (lacking both copies of one of these genes) or *copBAC* render cells more sensitive to copper and accumulate higher amount of copper than the wild type. Moreover, CopS the histidine kinase that detects copper, belongs to the membrane attached histidine kinases and contains a periplasmic domain that presents high copper affinity. Furthermore, CopS is localized not only in the plasma membrane but also in the thylakoid membrane and is involved in copper detection in both the periplasm and the thylakoid lumen [21]. The CopRS is also known as the Hik31-Rre34 two-component system which has been suggested to be implicated in cell growth under mixotrophic and heterotrophic conditions [26], [27], under light dark transitions [28] and also in the regulation of the response to low-oxygen conditions [29].

Here we present the global transcriptional profiles of WT *Synechocystis* and a *copR* mutant strain, COP4, exposed to non-inhibitory (0.3 µM) and inhibitory (3 µM) copper concentrations. The low copper treatment up-regulated expression of genes related to anabolic metabolism while the high copper treatment induced the formation of ROS in the WT strain and leads to a general stress response in both WT and COP4 strains. In addition, analysis of the COP4 strain showed that *copMRS* and *copBAC* are the only genes directly regulated by the CopRS two-component system in response to copper, beyond plasmid genes, which were not analysed in this work. Finally, we showed that the higher copper treatment induced the *suf* system for Fe-S cluster assembly and many other genes related to metal homeostasis. Using different mutants we show that these two processes are essential during copper stress.

## Results and Discussion

### Transcriptional profiles of *Synechocystis* in response to low and high copper treatments

In order to establish the appropriate copper concentration for the transcriptional profiling we determined the minimal inhibitory concentration (MIC) for copper. For this purpose, exponentially growing cultures (OD_750 nm_ of 0.6) in BG11C-Cu were treated with different copper concentrations and their growth was monitored after 24 h. *Synechocystis* growth was un affected up to 2 µM copper, whereas the MIC (after 24 h of exposure) was 3 µM (Fig. 1). According to this, we selected 0.3 µM (the concentration present in the standard BG11C and therefore a non-inhibitory concentration) and 3 µM (the MIC in our conditions; Fig. 1) for our microarray transcriptional study. *Synechocystis* cells were grown in BG11C lacking added copper (BG11C-Cu, which has been shown to be a non stressful condition [24], [30]) and 0.3 µM (the standard copper concentration present in BG11C; [31]) or 3 µM CuSO_4_ (the MIC in our conditions; Fig. 1) were added. After 1 hour treatment, RNA was extracted from these samples and used to hybridize one-color Agilent microarrays covering all chromosomal *Synechocystis* genes. 

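Total RNA came from WT cells in BG11C-Cu left untreated (-Cu, 4 arrays) or treated for 1 h with 0.3 µM copper (2 arrays) or 3 µM copper (2 arrays). The legends of Fig. 2A and Fig. 3A give 2 hybridizations for each condition, the text and the array labels give 4 untreated arrays, and all 4 were used. The RNA was transformed to cRNA, labeled with Cy3 and applied to one-colour Agilent arrays, so each spot gives an intensity with its local background subtracted. Each array held 15740 spots, of which 15204 were probes for 4094 features (3.71 probes per feature on average). Of these features, 2903 carried a locus name, and the gene counts refer to them. The share of probes well above background was 56.6, 57.1, 57.0 and 52.2% on the untreated arrays, 74.8 and 52.8% on the 0.3 µM arrays, and 90.6 and 90.0% on the 3 µM arrays. The median intensity was 8.36, 8.00, 8.51 and 10.4 units without copper, 28.8 and 9.93 units at 0.3 µM, and 58.0 and 44.9 units at 3 µM. The 4 untreated arrays lay on slides 1, 3, 1 and 2, both 0.3 µM arrays on slide 3, and the 3 µM arrays on slides 1 and 4. Intensities were put on a log2 scale, quantile normalized over the 16 arrays of both strains and averaged over the probes of each gene. Quantile normalization gives every array the same distribution of values, so a log2 fold change describes a gene against the other genes and not its amount per cell. Under it the median log2 fold change of the features was -0.12 at 3 µM. With 75th percentile scaling it was 0.29 at 0.3 µM and -0.18 at 3 µM. With the arrays scaled by their control probes, a setting chosen after seeing the data, it was 1.09 at 0.3 µM and 2.06 at 3 µM. Having 2 treated arrays per dose limits the precision of every comparison, since the spread within a dose rests on a single pair.

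**Figure D1:**
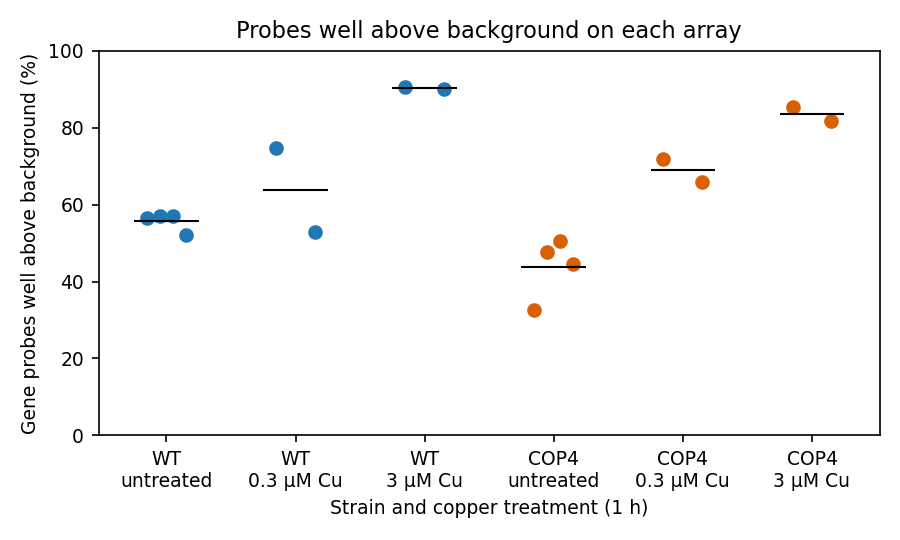
Percent of gene probes well above background (y axis) on each of the 16 arrays (points) by strain and copper treatment (x axis), with horizontal lines at the group means. The WT 3 µM arrays lie at 90.0 and 90.6%, above every untreated array, and the 2 WT 0.3 µM arrays lie apart at 52.8 and 74.8%.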

Two biological replicates for each copper concentration and four for the control condition (-Cu) were performed. 

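The squared Pearson correlation between arrays of the same condition was computed across genes on the normalized log2 values, and genes are not independent replicates. It averaged 0.926 over the 6 pairs of untreated arrays, with a range from 0.903 to 0.957. The pair at 0.3 µM gave 0.920 and the pair at 3 µM gave 0.983. Of the alternatives fixed in advance, single probes in place of gene averages moved these values most, with 0.871, 0.852 and 0.977 in the same order. On the linear scale, an alternative chosen after seeing the data, they were 0.951, 0.982 and 0.962. With untreated arrays left out in turn, the average for that condition stayed between 0.914 and 0.943.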

All conditions showed high levels of correlation between separate chip hybridizations (R^2^ = 0.966 for –Cu, R^2^ = 0.984 for low Cu and R^2^ = 0.958 for high Cu samples). In order to identify differentially expressed genes the statistic test Limma was used and genes were considered differentially expressed if they had a fold change ≥2.5 and the *p*<0.01.

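All 16 arrays were fitted together with limma as 6 groups of strain and copper. A gene was called at a fold change of at least 2.5 with an adjusted p under 0.01, with Benjamini-Hochberg adjustment over the 4094 features. Some probes lay at background on every array of one group, where the fitted fold change depends on the noise of the dim spots. For those genes a lower bound is given as "at least N-fold". It divides the mean of the bright group by the floor of the dim group, which is on each array the higher of the dim probe's own value and the lowest value among probes well above background. No fold is given where the bound does not exceed 1. The adjusted p of such genes comes from the fitted values.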

**Figure 1:**
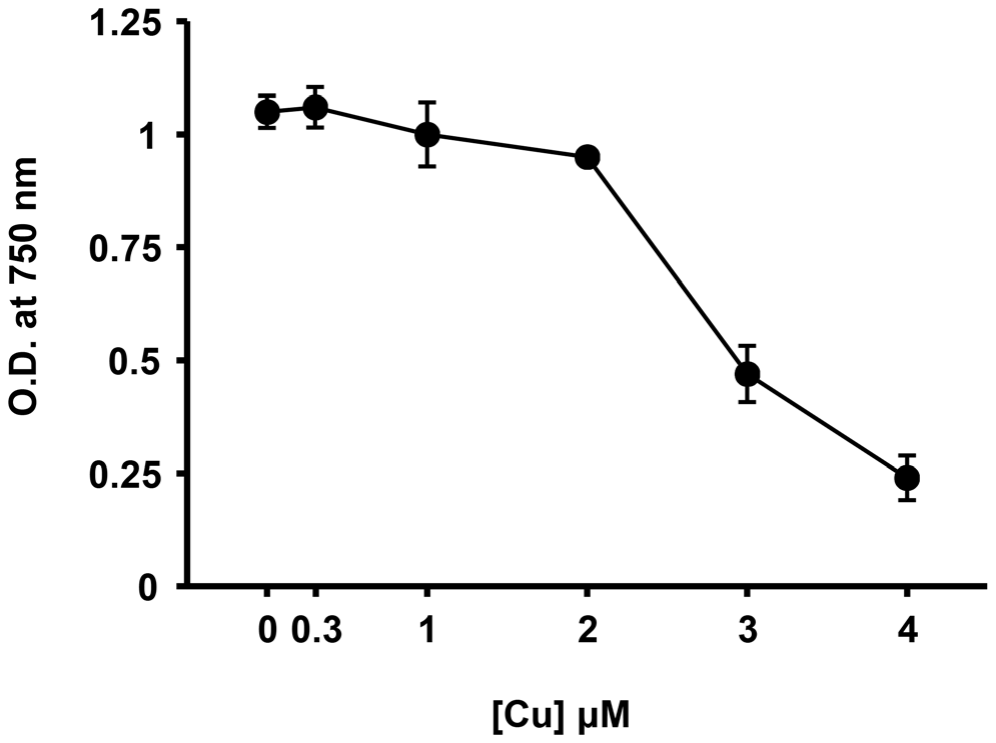
Determination of the minimal inhibitory concentration for copper in *Synechocystis*. Exponentially growing cells of *Synechocystis* WT strain were diluted to OD_750 nm_ of 0.6 and cultured in BG11-Cu medium supplemented with the indicated copper concentration for 24 hours.

### Low copper treatment produces a slight increase in *Synechocystis* metabolism

Based on the above explained criteria only 46 genes were differentially expressed after the 0.3 µM Cu treatment, which represent less than 1% of the protein-coding *Synechocystis* genes. Of these, 17 genes were up-regulated and 29 genes were down-regulated (Fig. 2A; Table S1). These genes did not belong to a specific cyanobase category. 

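After the 0.3 µM treatment 61 of the 2903 genes with a locus name were called, 2.10% of them. The fold change was measured on both sides for 44 of these genes and is a lower bound for 17. At an unadjusted p under 0.05, limma gave 714 genes. The setting that moved the counts most was the scaling by control probes, chosen after seeing the data, with 774 genes up-regulated and 10 down-regulated. Among the settings fixed in advance, a fit of only the groups compared moved them most, to 3 and 1 genes. The calls at this dose therefore rest on the joint fit, which takes the spread of a gene as equal in all groups. Both 0.3 µM arrays lie on 1 slide with a single untreated WT array. With slide as a block 10 genes were up-regulated and 19 down-regulated, and 8 and 17 of these were among the 61.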

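The called genes were 27 up-regulated and 34 down-regulated. The up-regulated count was 10 without WT 0.3 µM replicate 1 and 7 without replicate 2, and the down-regulated count was 5 without replicate 1. Beside the cop genes and petE, the called genes of largest change were htrA (slr1204, log2 fold change 2.49, 5.64-fold, adjusted p = 0.000473 from limma) on the up-regulated side. On the down-regulated side they were sll0741 (nifJ, -2.68, 6.41-fold), slr0376 (-2.56, 5.91-fold), ssr2786 (-2.44), slr0148 (-2.41), ssl1552 (-2.30) and slr0149 (-2.26), with adjusted p between 8.65e-05 and 0.00310. Single arrays decided several of these calls. Without WT 0.3 µM replicate 1 the adjusted p was 0.0167 for htrA, 0.0259 for ssl1552, 0.0432 for slr0149 and 0.0240 for ssr2786. Without replicate 2 it was 0.0200 for slr0149 and 0.0150 for ssr2786. Over all alternatives it ranged from 0.000130 to 0.0167 for htrA, 0.00119 to 0.0632 for ssl1552, 0.00217 to 0.0444 for slr0149 and 0.000418 to 0.0240 for ssr2786. It also passed 0.01 in an alternative for nifJ (0.000214 to 0.0143), slr0148 (0.000234 to 0.0122) and slr0376 (1.57e-05 to 0.01025). In 1 called gene, slr0602, the probes disagreed in sign, with log2 fold changes from -2.09 to 0.18; it was singled out after its values were seen.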

In order to identify the processes and pathways involved in the transcriptional response to low copper the statistical tool Gene Set Enrichment Analysis (GSEA; [32]) was used. GSEA compares the averages expression of genes within a category and determine if this group is differentially expressed. We applied this method to our expression data using gene functions as defined in the Cyanobase, GO annotation and hand curated gene lists (see material and methods section), which contains gene lists extracted from the literature. The gene lists that were significantly enriched are shown in Table S2. This analysis revealed that after low copper treatment, gene lists containing genes coding for ribosomal proteins, aminoacyl tRNA synthetases, ATP synthetase, biosynthesis of heme groups (including chlorophyll biosynthesis), and fatty acids biosynthetic processes were slightly but significantly up-regulated (Fig. 2B; Table S2), while the only gene list down-regulated cointained genes coding for the Photosystem II (PSII).

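Gene lists were compiled from array names and the paper's tables by fixed rules, the lists of Table S8 were not used here, and 16 lists were tested with fgsea on limma's moderated statistic. Ribosomal protein genes were higher in 43 of 49 genes (median log2 fold change 0.74, adjusted p = 6.93e-14), aminoacyl tRNA synthetase genes in 16 of 19 (0.49, 0.00371), ATP synthase genes in 10 of 10 (0.97, 0.00132) and fatty acid synthesis genes in 12 of 16 (0.13, 0.0157). These medians stayed positive under every scaling. The fatty acid list was not called with 75th percentile scaling (adjusted p = 0.0587 from fgsea) or with control probe scaling (0.449). The heme and chlorophyll list was not called (median 0.42, adjusted p = 0.119 from fgsea). PSII genes were lower in 21 of 26 genes (-0.32, adjusted p = 0.0483), and with control probe scaling their median turned positive (0.37) but lay under that of all features. PSI genes were lower in 11 of 12 (-0.62, 0.00319), and their median was 0.03 with that scaling. The union of photosynthetic and respiratory genes was called as higher (adjusted p = 0.0405) although its median was -0.06 and its mean 0.04, and the test changed direction with 75th percentile scaling (0.0412). Single arrays decided several calls. Without WT 0.3 µM replicate 1 the adjusted p from fgsea was 0.989 for PSII with the opposite sign, 0.699 for PSI, 0.0818 for fatty acid synthesis and 0.0253 for the heme list, which was then called. Without replicate 2 it was 0.145 for aminoacyl tRNA synthetases, 0.230 for fatty acid synthesis and 0.00976 for the union, with the opposite sign.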

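Without WT untreated replicate 1 the adjusted p of the PSII list was 0.0855, and without untreated replicate 4 it was 0.0649. For the union it was 0.280 without untreated replicate 3 and 0.283 without untreated replicate 4. Of these 7 called lists, fry kept 4, namely ribosomal proteins, aminoacyl tRNA synthetases, ATP synthase and fatty acid synthesis, and camera with an estimated correlation kept 0. Few single genes passed the gene threshold. Over all genes tested, 4 ribosomal protein genes, 1 ATP synthase gene and 0 genes of the aminoacyl tRNA synthetase, fatty acid, PSII and PSI lists were called by limma. Adjusted over the list alone, the counts were 4, 1, 1, 1, 0 and 0. The lists with an adjusted p from fgsea above 0.05 were phycobilisome (0.912), chaperones (0.769), proteases (0.912), glycolysis (0.167), Fe-S cluster biogenesis (0.132), transposases (0.690), the PerR regulon (0.662) and the thioredoxin system (0.132). The transposase list was called without WT 0.3 µM replicate 1 (0.0253), and the thioredoxin list without WT untreated replicate 4 (0.0332).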

**Figure 2:**
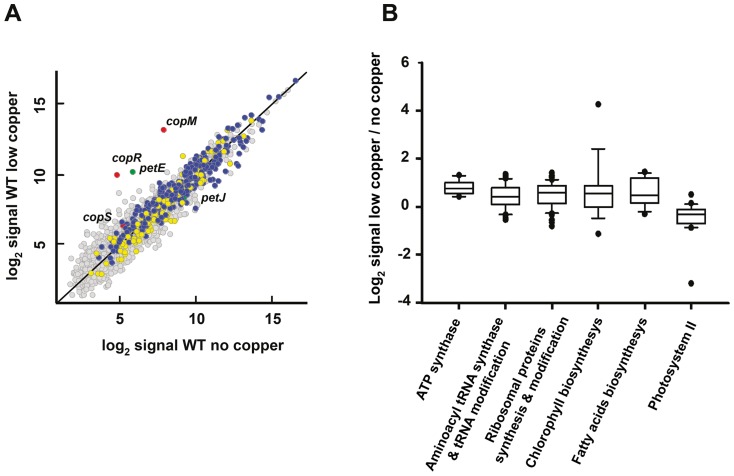
Global responses to low copper treatment in *Synechocystis*. A. Scatter plot showing comparison between expression profiles of WT treated with copper 0.3 µM for 1 h (y axis) and untreated WT (x axis). Data represents the average signal of two independent hybridizations. CTR up-regulated genes are colored in yellow, CTR down-regulated genes in blue, *copMRS* operon in red and the genes for soluble electron carriers *petE* and *petJ* in green. B. Box plot showing ratios of gene list of treated vs. untreated samples of the categories cited in the main text that were significantly affected.

Copper is an essential trace element for *Synechocystis* and is used as a cofactor of two proteins involved in energy production: plastocyanin and cytochrome c oxidase. The genes encoding the aa_3_-type cytochrome oxidase c (*ctaCIDIEI*) were not differentially regulated after the low copper treatment. In contrast, the *petE* gene was highly induced although the *petJ* gene was not fully repressed, showing a partial switch between plastocyanin (*petE*) and cytochrome c_6_ (*petJ*) genes (Fig. 2A, Table S1), as previously described for this copper concentration and verified in our condition (Fig. S1; [33]). 

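The log2 fold changes at 0.3 µM were -0.16 for ctaC (slr1136, adjusted p = 0.721 from limma), -0.45 for ctaD (slr1137, 0.479) and -0.63 for ctaE (slr1138, 0.125). None of these 3 genes was called by limma, and the unadjusted p was 0.506, 0.225 and 0.0210. With 2 treated arrays, changes of this size are not told apart from the spread between arrays.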

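Expression of petE (sll0199) changed on the log2 scale by 4.51 (standard error 0.29, 22.8-fold up, adjusted p = 2.65e-08 from limma), the third largest rise of the 4094 features. The feature annotated as cytochrome c6, taken as petJ, has no locus name and is therefore tested but not counted. Its log2 fold change was -0.99 (standard error 0.36, adjusted p = 0.0942), which did not pass the threshold. Over the alternatives this adjusted p ranged from 0.0207 to 0.767.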

The increase in plastocyanin expression together with down-regulation of PSII genes suggests an increase in cyclic electron transport and/or respiratory electron transport. This will probably enhance ATP synthesis necessary to deal with an increase in the anabolic metabolism. In fact, a minimal amount of copper is strictly necessary for respiration and heterotrophic growth [30]. Remarkably, we have not observed changes in the expression pattern of genes coding for the copper import system in *Synechocystis* (*ctaA*, *pacS*, *atx1* and *gshB*), indicating that at this copper concentration (or lower) can be managed by the steady state level of these proteins in the cell.

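At 0.3 µM copper the log2 fold change was -0.02 for pacS (sll1920, standard error 0.29, adjusted p = 0.980 from limma) and -0.07 for gshB (slr1238, 0.31, 0.918). Neither gene was called. The single probes of both genes moved in opposite directions, from -0.69 to 0.48 for pacS and from -0.73 to 0.74 for gshB. The ctaA and atx1 genes could not be paired with a feature of the arrays and were not analysed here.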

Copper responsive transcriptional factors are able to detect copper at very low concentrations. This is the case of CueR, the copper sensing cytoplasmic transcriptional factor in *Escherichia coli* that is able to respond to copper at a concentration corresponding to less than a free atom per cell [34]. In the case of *Synechocystis*, we have previously determined an apparent affinity of CopS histidine kinase for copper to be 10^−19^ M^−1^ [21] and the analysis of the microarray data is consistent with this data. *copM* and *copR* were the most induced genes by this treatment (52 fold for *copM* and 32 fold for *copR*) suggesting that CopS is activated under this conditions and which shows a strong polar effect in the expression levels of *copMRS* operon (Fig. 2A; Table S1); unfortunately we can not distinguish between the two copies of these genes because of their high level of identity (>93% at nucleotide level) and we will refer to them simply as *copMRS* when analyzing gene expression. This observation also agrees with the fact that CopRS responds to copper released from plastocyanin degradation, in conditions that alter the photosynthetic electron flow, when cells were growing at this copper concentrations [21], [35]. 

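After 0.3 µM copper, the signal of copM (sll0788) rose by 5.95 on the log2 scale (standard error 0.30, 61.7-fold, adjusted p = 1.13e-09 from limma) and that of copR (sll0789) by 5.43 (standard error 0.30, at least 35.7-fold, 2.33e-09). These were the largest and second largest rises among the features. On the 2 treated arrays copM read 12.40 and 11.53 in log2 units, against 5.52 to 6.58 on the untreated arrays. The third gene, copS (sll0790), rose by 1.29 (adjusted p = 0.0214) and was not called, and its probes ranged from 0.72 to 2.22. Without WT untreated replicate 4, copS rose by 1.53 and was called (adjusted p = 0.00433, within a range of 0.00102 to 0.169 over the alternatives). From the induction of copM and copR, the paper proposes that CopS is activated at this copper concentration and that the expression of copMRS shows a strong polar effect.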

Although this induction is transitory and decreases 4 h after copper addition [21], *copM* is also expressed when cells are cultured in BG11C containing copper (Fig. S2). These data suggest that the *copMRS* system is required, at least transiently, even at concentrations in which copper acts as a micronutrient, probably to prevent any deleterious side effects.

### The high copper treatment induces a general stress response in *Synechocystis*

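At 3 µM copper 533 of the genes with a locus name passed the threshold, 18.4% of them. The fold change was measured for 385 of these genes, is a lower bound for 137 and could not be given for 11, whose probes were dim in part. At an unadjusted p under 0.05, limma gave 1452 genes. In 3 called genes (sll0209, sll0608 and slr0095), singled out after their values were seen, the probes disagreed in sign. The count was moved most by the values used as deposited, without normalization between arrays, with 2483 up-regulated and 8 down-regulated genes, and by normexp background correction, with 68 and 62.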

After the high copper treatment (3 µM) 394 genes (12.9% of the protein-coding genes; Table S3) were differentially expressed. Of these, 223 genes were up-regulated and 171 genes down-regulated, showing a drastic response compared to the low copper treatment (Fig. 3A). 

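Of the 533 genes, 319 were up-regulated and 214 down-regulated, so 59.8% rose. This share depends on the scaling, and it was 50.5% with 75th percentile scaling. With control probe scaling 2292 genes were up-regulated and 19 down-regulated, because the signal of most probes rose. Without WT 3 µM replicate 2, 235 genes were up-regulated and 135 down-regulated. The 10 called genes of largest change were all up-regulated. Besides the copper and metal resistance genes and petE, they were slr1903 (log2 fold change 5.01, 32.3-fold, adjusted p = 3.05e-10 from limma) and slr2096 (4.86, 29.0-fold, 8.12e-09), both annotated as transposases.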

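The categories of Table S3 were read from the table and compared with the calls of limma on the arrays. Of 139 genes it lists as Hypothetical, 131 were called in the listed direction, 106 up-regulated and 25 down-regulated. Of 52 listed as Unknown, 49 were called, 30 up-regulated and 19 down-regulated. Of 31 in Other categories, 30 were called, 21 up-regulated and 9 down-regulated. The directions are relative to the other genes, as quantile normalization gives them.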

Although most of these genes belong to unknown function (188 genes) or other processes categories (59 genes) according to cyanobase. In addition, there were several genes classified in the photosynthesis (43 genes), transport and binding protein (29 genes), transcription and translation (22 genes), amino acids biosynthesis (15 genes), redox response and protein misfolding (20 genes) and regulatory function (15 genes) categories (Table S3). 

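Of the 41 genes that Table S3 lists under Photosynthesis and respiration, all 41 were called, 40 down-regulated and 1 up-regulated. For Transport and binding proteins 26 of 28 were called (14 up-regulated and 12 down-regulated), for Translation 16 of 18 (10 and 6), for Transcription 4 of 4 (0 and 4), for Amino acid biosynthesis 14 of 14 (7 and 7), for Cellular processes 12 of 14 (10 and 2) and for Regulatory functions 7 of 8 (7 and 0). The categories redox response and protein misfolding are not named in the table in these words and were not counted.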

GSEA analysis showed enrichment of gene lists that are induced or repressed in other stresses like cadmium [36], high light [37], heat shock [38], H_2_O_2_ treatment [39] or sulphur [40] and nitrogen deprivation [41], reinforcing the idea that a general stress response was triggered after high copper treatment (Table S4). In fact, and in contrast to what happened in the low copper treatment, the expression pattern after the high copper treatment correlates with a general stress response in *Synechocystis* (Fig. 3A). This response mainly consists in the repression of genes related to energy generation and growth processes and the induction of genes sets related to stress like chaperones, proteases or ROS detoxification systems, which has been previously named as Core Transcriptional Response (CTR; Figs. 2A and 3A [42]). Furthermore and according to this, more than 31% of all photosynthetic and respiratory genes in *Synechocystis* were down regulated (Tables 1 and S3), mainly ATP synthesis, PSI, PSII and phycobilisome genes (Fig. 3B). 

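Of 115 photosynthetic and respiratory genes, 46 (40.0%) were down-regulated and 2 up-regulated over all genes tested, and 46 and 3 when adjusted over the list alone. The 115 genes were compiled by name and include rbc and ccm genes of CO2 fixation. The paper's own set was not used, so this share and the paper's may not rest on the same genes. The median log2 fold change of the list was -1.05 (adjusted p = 9.50e-22 from fgsea). It was 0.97 with control probe scaling, positive but under the median of all features. ATP synthase genes fell most (median -3.08, 9 of 10 called, adjusted p = 3.13e-07), followed by phycobilisome (-2.52, 10 of 17, 5.07e-09), PSI (-1.94, 10 of 12, 1.18e-06) and PSII genes (-1.27, 11 of 26, 6.53e-07). Adjusted over the list alone, the counts of down-regulated genes were 9, 10, 10 and 11. With control probe scaling the medians of ATP synthase (-1.06) and phycobilisome genes (-0.51) stayed negative, and those of PSI (0.08) and PSII genes (0.80) turned positive. In all, 12 of the 16 lists were called at 3 µM, and 12 were called whichever WT array was left out. All 12 held under fry, and 0 under camera with an estimated correlation. Ribosomal protein genes were lower (-0.43, 7 of 49 called, also 7 adjusted over the list alone, 0.000158), with a median of 1.48 and no call with control probe scaling (0.104). The lists of aminoacyl tRNA synthetases (adjusted p = 0.997), heme and chlorophyll (0.159) and fatty acid synthesis (0.720) were not called. The transposase list was higher (median 0.48, 9 of 61 called, also 9 adjusted over the list alone, 0.000205), and it was not called with control probe scaling (0.337) or with names from the arrays alone (0.269), both chosen after seeing the data.

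**Figure D2:**
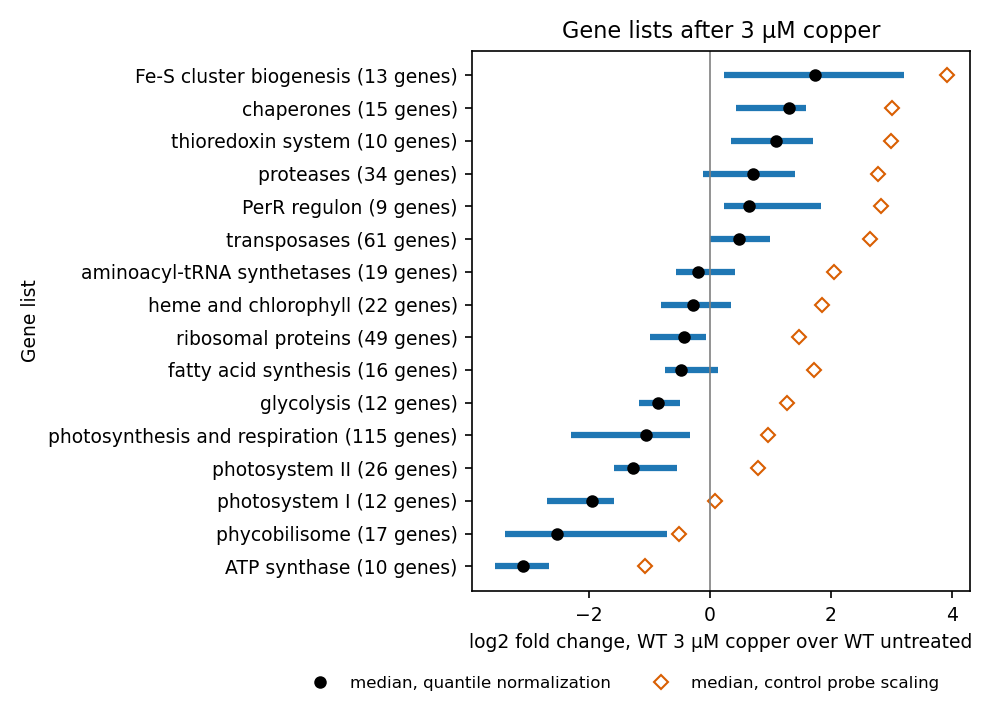
Log2 fold change after 3 µM copper over untreated WT (x axis) for each of the 16 gene lists (y axis), with medians (points) and quartiles (bars) under quantile normalization and medians with control probe scaling (diamonds). Medians run from -3.08 for ATP synthase to 1.75 for Fe-S cluster biogenesis, and control probe scaling moves every list up, so that only ATP synthase and phycobilisome stay below 0.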

The down-regulation of PSI and PSII genes under high copper conditions has been previously reported in other photosynthetic microorganisms including two strains of *Synechococcus* [43] and in the green alga *Chlamydomonas reindhartii* [44]. An immediate consequence of the repression of these genes is a depletion of the final products from the light reactions and energy production, which eventually affects the CO_2_ fixation and carbon metabolism. In agreement with this down-regulation of *rbcS* and *rbcL* (encoding the two RuBIsCO subunits), *glgP (slr1367*; encoding glycogen phosphorylase), *glgX* (*slr1857*; encoding glycogen isoamylase) and the gene list related to glycolysis was observed (Fig. 3B, Tables 1, S3 and S4). This response was coordinated with a down-regulation of genes involved in nitrogen assimilation similarly to what it has been reported in other stresses [42], [45]. 

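The log2 fold change at 3 µM was -2.84 for rbcL (slr0009, 7.15-fold down, adjusted p = 1.02e-07 from limma) and -3.51 for rbcS (slr0012, 11.4-fold, 1.38e-07). It was -1.54 for glgP (2.91-fold, 0.000206) and -1.65 for glgX (3.13-fold, 0.00115), and with control probe scaling both glg genes turned positive (0.65 and 0.55), under the median of all features. The call of glgX was lost without WT 3 µM replicate 1 (adjusted p = 0.0138) or replicate 2 (0.0194), within a range of 0.000404 to 0.195 over the alternatives. The call of rbcL was lost with control probe scaling. All 12 glycolysis genes were lower (median -0.85, adjusted p = 0.00882 from fgsea), and 3 were called both over all genes tested and adjusted over the list alone. With control probe scaling the median of this list was 1.28 and it was not called (0.0652).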

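In response to 3 µM copper the log2 fold change of amt1 (sll0108) was -3.45 (standard error 0.33, 10.9-fold down, adjusted p = 3.55e-07 from limma). That of glnA (slr1756) was -1.99 (3.97-fold, 6.75e-05) and that of glnB (ssl0707) was -1.61 (3.06-fold, 0.00174). All 4 untreated arrays lay above both treated arrays in each gene. The call of glnB was lost without WT 3 µM replicate 1 (adjusted p = 0.0113) or replicate 2 (0.0369), within a range of 0.000477 to 0.136 over the alternatives. With control probe scaling glnA (0.07) and glnB (0.61) were positive, under the median of all features, and amt1 remained negative.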

Genes encoding for glutamine synthetase (*glnA* [46]), signal transduction protein PII (*glnB* [47]), and high activity uptake ammonium permease(*amt1* [48]) were down regulated in response to copper (Table 1 and S3). 

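After the high copper treatment sigD (sll2012, log2 fold change -2.54, 5.82-fold down, adjusted p = 0.000215 from limma) and sigH (sll0856, -1.63, 3.08-fold, 0.00166) were called. Among translation genes, rplR, rpsE, rplF, rplJ, rplL and rbp3 were called, with log2 fold changes from -2.05 to -1.54. Among genes of amino acid synthesis, thrA (-1.55), proA (-1.61), thrB (-1.47) and ilvD (-1.84) were called. No fold is given for thrB, whose probes were dim in part. The feature annotated as nitric oxide reductase, taken as norB and without a locus name, gave -3.05 (8.27-fold, 0.000194). The argC gene has no probe on the arrays, and sigE could not be paired with a locus. Calls were lost without WT 3 µM replicate 1 for sigH (adjusted p = 0.0179) and rplL (0.0204), and without replicate 2 for sigH (0.0363), rplL (0.0161) and thrB (0.0151). Over the alternatives the adjusted p ranged from 0.000992 to 0.148 for sigH, 0.000819 to 0.913 for rplL and 0.000535 to 0.0658 for thrB. Scaled by control probes, sigH, rplR, rpsE, rplF, rplL, rbp3, thrA, proA, thrB and ilvD turned positive, under the median of all features, and sigD, rplJ and norB kept their sign without being called.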

As a consequence of this decrease in carbon and nitrogen assimilation, other growth-related processes were also down regulated, including genes related to transcription (*sigD, sigE, sigH*), translation (*rplR, rpsE, rplF, rplJ, rplL, rbp3*) and amino acids synthesis (*thrA, proA, thrB, ilvD, argC, norB*; Table S3).

**Figure 3:**
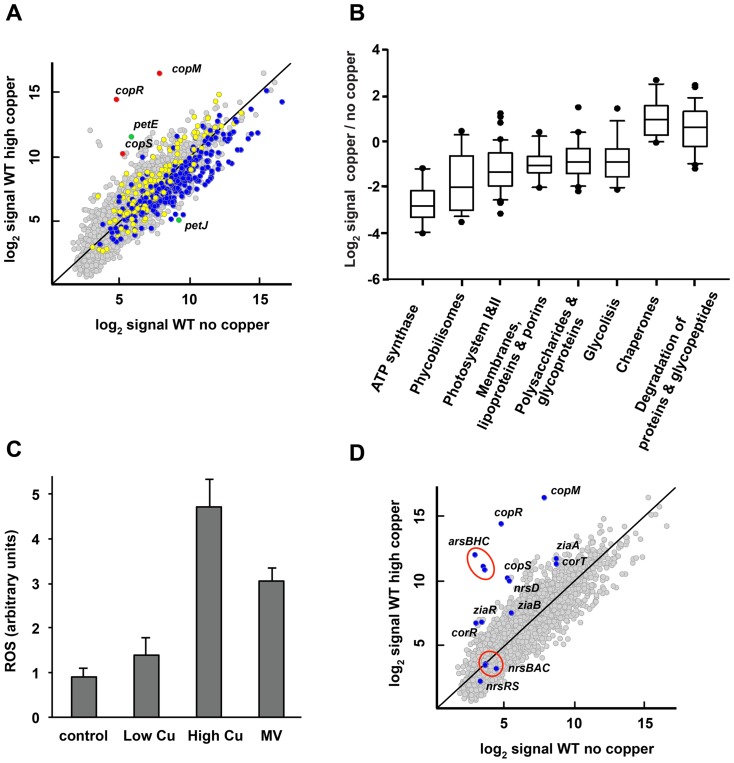
Global responses to high copper treatment in *Synechocystis*. A. Scatter plot showing comparison between expression profiles of WT treated with copper 3 µM for 1 h (y axis) and untreated WT (x axis). Data represents the average signal of two independent hybridizations. CTR up-regulated genes are in yellow, CTR down-regulated genes in blue, *copMRS* operon in red and the genes for soluble electron carriers *petE* and *petJ* in green. B. Box plot showing ratios of gene list of treated vs. untreated samples of the categories cited in the main text that were significantly affected. C. Induction of ROS in response to copper. The determination of ROS in WT cells cultured in BG11C-Cu medium supplemented with 0.3 µM Cu (Low Cu), 3 µM Cu (High Cu) and 5 µM of methyl viologen (MV) for 1 h were determined. Untreated cells were used as control. Values are the mean of three independent experiments. Error bars represent standard error. D. Scatter plot showing comparison between expression profiles of WT treated with copper 3 µM for 1 h (y axis) and untreated WT (x axis). Data represents the average signal of two independent hybridizations. Genes related to heavy metal resistance are shown in blue.

**Table 1:** Selected genes repressed in *Synechocystis* sp. PCC 6803 after the high copper treatment.

Locus	Gene	Ratio (3 µM/-Cu)	Description
**Carbon and nitrogen metabolism**			
*slr1367*	*glgP*	0.35	Glycogen phosphorylase.
*slr1857*	*glgX*	0.33	Glycogen isoamylase
*ssl0707*	*glnB*	0.33	Nitrogen regulatory protein PII
*slr1529*	*ntrX*	0.29	Nitrogen assimilation regulatory protein.
*slr1756*	*glnA*	0.26	Glutamine synthetase
*slr0009*	*rbcL*	0.15	RuBisCO large subunit
*slr0012*	*rbcS*	0.10	RuBisCO small subunit
***Transcription***			
*slr1545*	*sigG*	0.34	RNA polymerase sigma-E factor
*sll0856*	*sigH*	0.30	RNA polymerase sigma-E factor
*sll2012*	*sigD*	0.18	RNA polymerase sigma factor SigD
***Translation***			
*sll1811*	*rplR*	0.37	50S ribosomal protein L18
*sll1812*	*rpsE*	0.36	30S ribosomal protein S5
*sll1810*	*rplF*	0.33	50S ribosomal protein L6
*slr0193*	*rbp3*	0.33	RNA-binding protein
*sll1745*	*rplJ*	0.29	50S ribosomal protein L10
*sll1746*	*rplL*	0.28	50S ribosomal protein L12
**Amino acid biosynthesis**			
*sll0455*	*thrA*	0.37	Homoserine dehydrogenase
*sll0461*	*proA*	0.35	Gamma-glutamyl phosphate reductase
*sll1760*	*thrB*	0.31	Homoserine kinase
*slr0452*	*ilvD*	0.29	Dihydroxyacid dehydratase
*sll0080*	*argC*	0.28	N-acetyl-gamma-glutamyl-phosphate reductase
*sll0450*	*norB*	0.12	Cytochrome b subunit of nitric oxide reductase
***Transport and binding proteins***			
*sll0064*		0.18	Putative polar amino acid transport system
*sll1270*	*bgtB*	0.29	ABC-type Bgt permease for basic amino acids and glutamine
*slr0415*	*napA*	0.29	Na+/H+ antiporter
*slr0369*	*envD*	0.28	RND multidrug efflux transporter
*slr0875*	*mscL*	0.25	Large-conductance mechanosensitive channel
*slr0096*		0.24	Low affinity sulfate transporter
*sll1406*	*fhuA*	0.24	Ferrichrome-iron receptor
*sll0224*		0.23	Amino-acid ABC transporter binding protein
*slr1727*		0.22	Na+/H+ antiporter
*sll1087*		0.19	Similar to sodium/glucose cotransporter
*sll0108*	*amt1*	0.15	Ammonium/methylammonium permease
*slr0447*	*urtA*	0.13	ABC-type urea transport system
*sll1206*	*iutA*	0.13	Ferric aerobactin receptor, FhuA homolog
*slr2057*	*apqZ*	0.09	Water channel protein
***Photosynthesis***			
*sll1796*	*petJ*	0.05	Cytochrome c6

Copper toxicity in cells has been shown to be mediated by two key aspects: its affinity for metal binding sites in proteins, which causes protein loss of function, and ROS generation [4], [6], [12], [49], [50]. According to this, the high copper treatment induced expression of genes related to the misfolded protein stress response. 

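The chaperone list was higher in 14 of 15 genes (median log2 fold change 1.31, adjusted p = 0.00717 from fgsea), with 6 genes called over all genes tested and 7 adjusted over the list alone. The protease list was higher in 25 of 34 genes (0.72, 0.00495), with 9 called over all genes tested and 9 adjusted over the list alone. Both medians were positive under every scaling. The rule for the protease list takes every product named protease, proteinase or peptidase.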

Genes coding for chaperones (*groEL1*, *groEL2*, *groES*, *dnaK*, *hspA*), the signal peptidase *lepB2* and the protease *ctpB* were up-regulated (Table 2, S3 and Fig. 3B). 

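The log2 fold change at 3 µM was 2.55 for groES (slr2075, 5.88-fold, adjusted p = 1.17e-05 from limma), 2.39 for groEL2 (sll0416, 5.23-fold, 2.41e-05), 1.67 for groEL1 (slr2076, 3.18-fold, 0.000152) and 2.06 for hspA (sll1514, 4.16-fold, 0.000846). For the gene that Table 2 lists as dnaK (sll0170) it was 1.50, and it was not called (adjusted p = 0.0147). It was called without WT untreated replicate 1 (1.82, adjusted p = 0.00334), within a range of 8.64e-06 to 0.164 over the alternatives. The call of hspA was lost without WT 3 µM replicate 2 (1.59, adjusted p = 0.0388, range 1.69e-07 to 0.0388), and that of groEL1 with 75th percentile scaling. Both lepB2 (slr1377, 2.36, 5.14-fold, 4.57e-06) and ctpB (slr0257, 2.53, 5.77-fold, 3.64e-05) were called.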

The misfolded protein response is also induced in various stress conditions in *Synechocystis* and plays crucial roles in folding new synthesized proteins, preventing protein misfolding and/or degradation of damaged proteins [51]. Additionally, several genes related to oxidative stress were also found to be induced in our microarray data (Table 2 and S3). 

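Among 10 genes of the thioredoxin system, 9 had a positive log2 fold change at 3 µM (mean 1.18, adjusted p = 0.000359 from fgsea). Of these genes 5 were called over all genes tested and 5 adjusted over the list alone. Their median was positive under every scaling. With names from the arrays alone, a setting chosen after seeing the data, 7 genes were left and the list was not called (0.102).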

In *Synechoystis*, the ROS detoxification system consists of one iron containing superoxide dismutase, encoded by *sodB*, one catalase-peroxidase, encoded by *katG*, five thioredoxin-dependent peroxiredoxins and two glutathione peroxidases. 

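At 3 µM copper the log2 fold change of the peroxiredoxin genes was 2.76 for sll1621 (annotated ahpC, 6.79-fold, adjusted p = 2.43e-07 from limma) and 2.95 for sll0755 (7.72-fold, 5.30e-07). The gpx1 gene (slr1171) had 2.72 (at least 5.64-fold, 6.12e-07), trxQ (slr0233) had 1.70 (3.24-fold, 2.14e-05), ntr (slr0600) had 1.70 (3.26-fold, 2.77e-05) and sodB (slr1516) had 1.63 (3.10-fold, 0.000826). Without WT 3 µM replicate 2 sodB was not called (1.27, adjusted p = 0.0384, range 1.07e-07 to 0.0384 over the alternatives). With 75th percentile scaling neither sodB nor ntr was called. The katG gene (sll1987), which the paper names in this system, went the other way and was called lower at 3 µM.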

The high copper treatment induced the expression of the superoxide dismutase, *sodB (slr1516)*, two peroxiredoxins, PrxII (*sll1621*) and 2-Cys-prx (*sll0755*), thioredoxin Q (*trxQ*, *slr0233*), one glutathione peroxidase, (*gpx1; slr1171*) and the NADP-thioredoxin reductase, (*ntr, slr0600*; Table 2). Furthermore, although only three genes of the PerR regulon, *aphC, (prxII; sll1621), htrA* and *perR*, were significantly up-regulated under our restrictive statistical analysis virtually all of the PerR regulon genes were induced ([39]; Tables 2, S3 and S6). 

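Of the 10 genes in Table S6, 9 had probes on the arrays and 3 were called at 3 µM, both over all genes tested and adjusted over the list alone. They were perR (slr1738, log2 fold change 3.35, 10.2-fold, adjusted p = 3.94e-08 from limma), the peroxiredoxin gene sll1621 and htrA (slr1204, 1.74, 3.33-fold, 0.000819). The call of htrA was lost without WT 3 µM replicate 1 (1.40, adjusted p = 0.0312, range 4.36e-07 to 0.0312 over the alternatives). In all, 7 of the 9 genes had a positive log2 fold change, with a median of 0.65, positive under every scaling, and the list was not called (adjusted p = 0.0895 from fgsea). It was called under fry and under camera with a preset correlation.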

To further investigate this, we analyzed ROS levels after the different copper treatments using the H_2_DCFDA dye, a fluorescent probe that reacts with several ROS including H_2_O_2_. The high copper treatment led to a ROS accumulation that was almost five times (4.7±0.6) higher than the low copper or control treatments (Fig. 3C) and similar to methyl viologen (5 µM) treated cells (3.1±0.3) [52]. All these data suggest that oxidative stress and protein damage likely mediated by copper generated ROS, are important features of the copper stress response in *Synechocystis*, as has been reported for other bacteria [53], [54], [55], [56].

**Table 2:** Selected genes induced in *Synechocystis* sp. PCC 6803 after the high copper treatment.

Locus	Gene	Ratio (3 µM/-Cu)	Description
***Photosynthetic***			
*sll0199*	*petE*	63.64	Plastocyanin
***Misfolded protein response***			
*sll0416*	*groEL2*	6.36	60 kDa chaperonin 2
*slr2075*	*groES*	5.38	10 kDa chaperonin
*slr1377*	*lepB2*	4.62	Probable signal peptidase I-2
*sll1514*	*hspA*	4.04	Small heat shock protein
*sll0170*	*dnaK*	2.95	Chaperone protein dnaK2
*slr2076*	*groEL1*	2.90	60 kDa chaperonin 1
*slr0257*	*ctpB*	5.15	Carboxyl-terminal protease
*slr0918*	*pepM*	3.45	Putative methionine aminopeptidase A (Peptidase M)
*sll1427*	*hhoB*	3.27	Protease HhoB
*slr0542*	*clpP1*	3.01	ATP-dependent Clp protease proteolytic subunit 1
*slr1204*	*htrA*	3.21	Serine protease; HtrA
***Oxidative stress response***			
*slr1738*	*perR*	10.38	Transcription regulator
*sll1621*	*ahpC*	7.79	Peroxiredoxin PrxII
*slr1171*	*gpx1*	6.41	Glutathione peroxidase
*sll0755*	*tpx*	6.06	2 Cys peroxiredoxin
*sll1980*	*txlA*	2.94	Thiol:disulfide interchange protein txlA homolog
*slr0600*	*ntr*	3.13	NADP-thioredoxin reductase
*slr0233*	*trxQ*	3.10	Thioredoxin Q
*slr1516*	*sodB*	3.23	Superoxide dismutase
***Copper resistance system***			
*sll0788*	*copM*	520.72	Putative periplasmic protein CopM
*sll0789*	*copR*	1012.24	Two-component response regulator CopR
*sll0790*	*copS*	37.08	Two-component Cu sensor histidine kinase CopS
***Heavy metal homeostasis***			
*slr0944*	*arsB*	539.56	Arsenite transport protein
*slr0945*	*arsH*	206.75	Flavoprotein
*slr0946*	*arsC*	162.58	Arsenate reductase
*slr0796*	*nrsD*	25.86	Nickel permease protein
*sll0792*	*ziaR*	9.55	Zinc transcriptional repressor
*slr0798*	*ziaA*	9.76	Zinc-transporting ATPase
*slr0797*	*corT*	7.10	Cobalt-transporting ATPase
*sll0794*	*corR*	4.08	Cobalt transcriptional repressor
*sll1920*	*pacS*	3.05	Copper-transporting ATPase
***Transport and binding proteins***			
*slr0251*	*ycf85*	6.77	ATP-binding protein of ABC transporter
*slr0544*		4.65	ATP-binding protein of ABC transporter
*sll1482*		4.31	ABC transporter permease protein
*slr0324*	*appC*	3.77	Probable ABC transporter permease protein
*slr0678*		3.57	Biopolymer transport ExbD like protein
*slr2107*	*rfbA*	2.90	Polysialic acid transport protein; KpsM.
*slr2077*		2.88	Probable ABC transporter, periplasmic binding protein
***Fe-S cluster response***			
*slr0077*	*sufS*	14.92	Probable cysteine desulfurase
*slr0075*	*sufC*	13.11	ABC transporter ATP-binding protein
*slr0076*	*sufD*	11.16	
*slr0074*	*sufB*	9.28	ABC transporter unit
*sll0088*	*sufR*	8.41	
*slr1419*	*sufE*	3.98	
*slr1846*	*grxC*	3.25	Glutaredoxin C
*sll1112*	*aroQ*	4.82	3-dehydroquinate dehydratase
*sll1470*	*leuC*	3.50	3-isopropylmalate dehydratase
*slr0958*	*cysS*	2.98	Cysteinyl-tRNA synthetase

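The transport genes of Tables 1 and 2 were measured after 3 µM copper. Of the down-regulated ones, sll0064 has no probe on the arrays, and 12 of the remaining 13 were called. The largest changes were those of slr2057 (apqZ, log2 fold change -3.51, 11.4-fold down, adjusted p = 2.79e-08 from limma) and sll0108 (amt1, -3.45, 10.9-fold, 3.55e-07). The exception was sll1206 (iutA, -0.86, adjusted p = 0.0578), whose probes ranged from -3.56 to 0.30. Of the up-regulated ones, 6 were called, led by slr0251 (3.05, at least 6.24-fold, 7.12e-06), and slr2077 was not (0.35, 0.255), with single probes that differed in sign and reached 2.15. Without WT 3 µM replicate 2 the adjusted p was 0.0689 for bgtB (sll1270), 0.0174 for slr0096, 0.0346 for slr0415, 0.0107 for sll0224, 0.0161 for slr0324 and 0.0176 for slr2107, and these calls were lost. Without replicate 1 those of slr0415 (0.0281) and slr2107 (0.0261) were lost as well. Without WT untreated replicate 3 the fold change of both fell short of the threshold, and without untreated replicate 4 that of slr0415 did. Over the alternatives the adjusted p ranged from 0.00188 to 0.141 for bgtB, 0.000129 to 0.612 for slr0096, 0.00124 to 0.0598 for slr0415, 0.000208 to 0.152 for sll0224, 1.08e-08 to 0.0161 for slr0324 and 2.31e-07 to 0.0261 for slr2107. Under the scaling by control probes bgtB, fhuA, slr0096, slr0369, slr0415, slr0875, slr1727, sll0224 and the uncalled iutA turned positive, under the median of all features.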

Our transcriptional analysis also suggested changes in the integrity and permeability of membranes as a consequence of copper shock because 29 genes encoding transport function across membranes changed their expression patterns (Table 1 and 2). In addition, GSEA analysis showed a significant down regulation of gene lists related to lipoproteins synthesis, membrane biogenesis, glycoproteins, polysaccharides and porins (Fig. 3B; Table 1 and S4). Down-regulation of porins expression in response to copper stress has been previously reported in *E. coli* and two strains of marine *Synechococcus* [43], [57]. In this regard, copper uptake is thought to be a porin-mediated process, since *E. coli*, *Mycobacterium tuberculosis* and *Mycobacterium smegmatis* mutants lacking porins are more resistant to copper [57], [58], and are affected in copper acquisition at limiting concentrations [58]. The altered expression pattern of a significant number of genes related to membranes processes points to a change in membrane permeability as one of the direct effects of copper in *Synechocystis* as it has been shown in other bacteria [43], [54]. This could be a consequence of membrane damage mediated by lipid peroxidation generated by copper, as has been recently suggested for *E. coli* [59].

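In cells treated with 3 µM copper the log2 signal of copM (sll0788) was 15.42 and 15.44 on the treated arrays, a rise of 9.41 over untreated cells (standard error 0.30, 681-fold, adjusted p = 2.68e-13 from limma). For copR (sll0789) the rise was 10.13 (standard error 0.30, at least 925-fold, 1.47e-13), the largest of the 4094 features, and copM was second. For copS (sll0790) it was 5.51 (standard error 0.33, at least 35.4-fold, 1.43e-09), and its single probes ranged from 3.66 to 7.33. The bounds arise because 3 of the 4 copR probes, and probes of copS, were at background in untreated cells. The probes do not distinguish the 2 copies of copMRS, as the paper states.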

Lastly, the high copper treatment also led to a strong induction of the copper resistance genes. *copM* and *copR* were the top induced genes after this treatment (520 and 1012 fold, respectively), which is ten times higher induction when compared to the low copper treatment. *copS* was also highly induced when compared to the low copper treatment, indicating that the *cop* resistance system has a great range of transcriptional response to copper depending on its concentration (Table 2, S1 and S3). Additionally, this treatment also induced the import system; although *pacS* was the only gene that passed our stringent cut off, both *ctaA* (1.88-fold) and *atx1* (1.41-fold) were also induced (Tables 2 and S3). Furthermore, *petE* was induced at higher levels with respect to low copper treatment and *petJ* was the most repressed gene after the high copper treatment (Fig. 3A, Tables 1 and S3). 

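For pacS (sll1920) the log2 fold change at 3 µM was 1.67 (standard error 0.29, 3.19-fold, adjusted p = 0.000235 from limma), and its treated and untreated arrays did not overlap. That of gshB (slr1238) was 0.72 (0.0677), which was not called.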

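At 3 µM, petE (sll0199) had a log2 fold change of 5.70 (standard error 0.29, 51.9-fold, adjusted p = 2.48e-10 from limma), and petJ had -4.16 (standard error 0.36, 17.9-fold down, 1.23e-07). The fall of petJ was the largest of the 4094 features. The genes ctaC (-1.22), ctaD (-1.28) and ctaE (-1.08) were not called. Without WT 3 µM replicate 1 ctaC was called (-1.39, adjusted p = 0.00294, range 0.000485 to 0.0193 over the alternatives). Without WT untreated replicate 1 ctaD was called (-1.42, adjusted p = 0.00718, range 0.000882 to 0.172). With control probe scaling, chosen after seeing the data, all 3 cta genes were positive.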

The high level of *petE* expression together with the induction of genes related to copper import in a context of photosynthesis down-regulation suggests that plastocyanin accumulation could act as a Cu chelator under Cu overload in the thylakoid lumen, as it has been proposed in *Arabidopsis* [60]. In addition, to alleviate the increasing cytosolic copper levels, plastocyanin accumulation could also function as a copper reservoir to be later used when excess of copper stress is alleviated. Induction of the copper transporters (*pacS* and *ctaA*) and the copper chaperone (*atx1*) could be related to this increase in *petE* expression as these genes are needed to produce copper loaded plastocyanin [8], [24], [25].

### Fe-S clusters are one of the main targets of copper toxicity

Inspection of the microarray data also revealed that genes involved in Fe-S cluster biogenesis including the *suf* system (*sufS, sufC, sufD, sufB, sufE*), the regulator *sufR* and the monothiolic glutaredoxin *grxC*, were up-regulated under conditions of copper excess (Tables 2 and S3). 

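For the suf genes the log2 fold change at 3 µM was 3.99 for sufS (slr0077, at least 15.4-fold, adjusted p = 2.19e-09 from limma), 3.78 for sufC (slr0075, 13.8-fold, 5.49e-09), 3.66 for sufD (slr0076, 12.6-fold, 3.46e-08) and 3.22 for sufB (slr0074, 9.30-fold, 7.27e-07). It was 3.16 for sufR (sll0088, 8.94-fold, 2.68e-07) and 2.28 for sufE (slr1419, at least 2.13-fold, 3.44e-07). The sufE gene was above background on 0 of the 4 untreated arrays and on both treated arrays.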

The *suf* system is proposed to assume a supporting role in the regulation and/or assembly of Fe/S cluster in bacteria in response to oxidative stress [61] and iron starvation [62]. In higher plant chloroplast and cyanobacteria, it has been reported that the *suf* system is the main system involved in the biogenesis of the Fe/S clusters for PSI [63], [64], [65]. In cyanobacteria, the *sufR* gene is located directly upstream of the conserved *sufBCDS* operon in most sequenced cyanobacterial genomes (including *Synechocystis*) and it functions as a negative regulator of *suf* regulon in response to redox and iron stress [63]. The only *suf* gene that did not passed our stringent cut off was *sufA*, which encodes a protein that has been proposed to play a regulatory role in sensing oxidative stress in the biogenesis of iron-sulfur cluster [66], although it was also upregulated (1.75 fold induction). Furthermore, *grxC*, which encodes a monothiolic glutaredoxin containing a Fe-S cluster [67] and has been proposed to play essential roles in Fe-S repair and/or biogenesis [68], [69], was also induced. 

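For grxC (slr1846) the log2 fold change was 1.75 (standard error 0.34, 3.35-fold, adjusted p = 0.000620 from limma). Without WT 3 µM replicate 2 it was 1.65 and not called (adjusted p = 0.0169, range 6.56e-08 to 0.0169 over the alternatives).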

Similar findings were reported in *Bacillus subtilis*, in which microarray data for copper stress revealed a broad effect on the expression of iron-sulphur cluster biogenesis (*suf*) genes and associated pathways, such as cysteine biosynthesis and Fe-S cluster containing proteins [7]. In *E. coli*, copper toxicity produces a direct inactivation of the Fe-S clusters of the dehydratase enzymes, leading to a defect in amino acid biosynthetic pathways [6]. 

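Of 3 genes for enzymes of amino acid and cysteine metabolism, 2 were called at 3 µM. The log2 fold change was 2.93 for aroQ (sll1112, standard error 0.39, 7.62-fold, adjusted p = 1.61e-05 from limma) and 1.89 for leuC (sll1470, 0.22, 3.70-fold, 4.86e-06). For cysS (slr0958) it was 0.91 (0.29, at least 1.57-fold, 0.0195), and this gene was not called.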

According to this, our transcriptional profile after the high copper treatment also exhibited the up-regulation of two genes *aroQ* and *leuC* that code for dehydratases involved in amino acids biosynthesis, as well as the cysteinyl-tRNA synthetase, *cysS* that participate in cysteine metabolism (Table 2 and S3). 

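The list of Fe-S cluster biogenesis held 13 genes, 7 of them named by the paper's tables and therefore chosen by the study on these samples. It was higher in 10 of 13 genes (median log2 fold change 1.75, positive under every scaling, adjusted p = 0.000246 from fgsea). Over all genes tested 7 were called, and 7 adjusted over the list alone, which is not independent evidence. With the 6 genes named by the arrays alone, a setting chosen after seeing the data, the list was not called (0.269). From the induction of the suf genes, grxC, aroQ, leuC and cysS, the paper proposes that copper affected the biogenesis or repair of Fe-S clusters in Synechocystis.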

All these data suggest that the Fe/S cluster biogenesis and/or repair were affected by copper in *Synechocystis*.

In order to test the impact of *suf* system in copper resistance, we generated mutants in the *sufR* gene (*sll0088*) in WT and COP4 (CopR^−^) backgrounds, generating COP20 (SufR^−^) and COP21 (CopR^−^SufR^−^) strains respectively (Fig. S3 and S4). First of all, the two strains lacking SufR (COP20 and COP21) showed a greener colour than their parental strains (WT and COP4; Fig. S5). In fact, quantification of solvent extracted pigments from exponentially growing cultures confirmed an increase in chlorophyll levels in both strains lacking *sufR* (5.3±0.3 and 5.4±0.2 µg chl OD_750 nm_^−1^ for COP20 (SufR^−^) and COP21 (CopR^−^SufR^−^) respectively) when compared to WT (4.7±0.2 µg chl OD_750 nm_^−1^) or COP4 (CopR*^−^*; 4.8±0.3 µg chl OD_750 nm_^−1^) strains. This is in agreement with the previously published data as the *sufR* gene was originally identified as a suppressor of a single point mutant in the *psaC* gene with reduced chlorophyll content [70]. PSI reaction centers contain approximately 80% of all *Synechocystis* chlorophyll and contain several Fe-S clusters [71], and our results were consistent with the proposed role of *sufR* in regulating the biogenesis of PSI through the *suf* genes [63]. Furthermore, to validate our microarray data, the expression of *sufBCDS* operon in response to copper addition was analyzed by northern blot. Expression of the first gene in the operon, *sufB*, was analyzed in the WT, COP4 (CopR^−^), COP20 (SufR^−^) and COP21 (CopR^−^SufR^−^) strains after addition of 3 µM copper for 1 hour (Fig. 4A). *sufB* was induced in response to copper in WT and COP4 (CopR^−^) strains, while in the COP20 (SufR^−^) and COP21 (CopR^−^SufR^−^) strains the *sufB* gene was already up-regulated in untreated cultures and remained at the same levels after copper addition (Fig. 4A), in agreement with the absence of the transcriptional repressor, SufR, in these strains.

**Figure 4:**
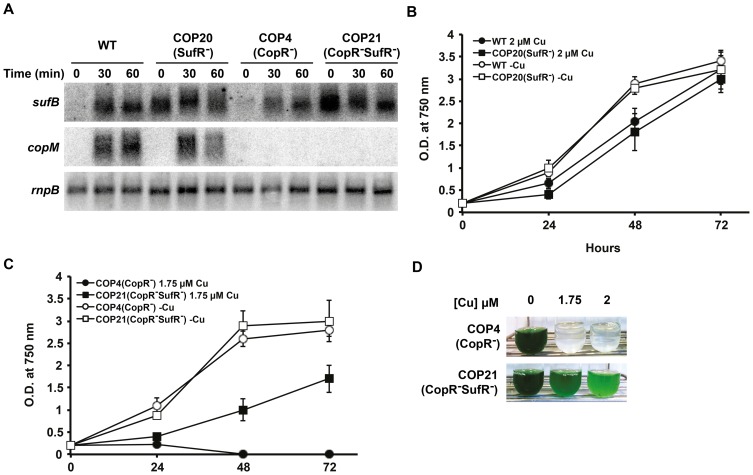
Constitutive expression of *suf* genes in COP4 (CopR^−^) increases its copper tolerance. A. Northern blot analysis of *sufB* and *copM* in WT, COP4 (CopR^−^), COP20 (SufR^−^) and COP21 (CopR^−^SufR^−^) strains. Total RNA was isolated from WT, COP4, COP20 and COP21 cells grown in BG11C-Cu medium after addition of 1 µM of copper. Samples were taken at the indicated times. The filter was subsequently hybridized with *sufB, copM* and *rnpB* (as a loading control) probes. B. Growth of WT and COP20 (SufR^−^) strains in the presence of copper. Exponentially growing cells of WT and COP20 were diluted to OD_750_ nm of 0.2 in BG11-Cu containing 2 µM of copper or without copper added. Growth was monitored following increase in OD_750 nm_ for 3 days. C. Growth of COP4 (CopR^−^) and COP21 (CopR^−^SufR^−^) strains in the presence of copper. Exponentially growing cells of COP4 and COP21 were diluted to OD_750_ nm of 0.2 in BG11-Cu containing 1.5 µM of copper or without copper added. Growth was monitored following increase in OD_750 nm_ for 3 days. D. Growth of COP4 (SufR^−^) and COP21 (CopR^−^SufR^−^) strains in the presence of copper. Exponentially growing cells of COP4 and COP21 were diluted to OD_750_ nm of 0.2 and cultured in BG11-Cu medium supplemented with the indicated copper concentration. Cultures were photographed after 3 days of growth.

To explore whether the constitutively expression of the *sufBCDS* operon in the COP20 (SufR^−^) and COP21 (CopR^−^SufR^−^) strains was able to confer copper resistance, we tested the sensitivity of WT, COP4 (CopR^−^), COP20 (SufR^−^) and COP21 (CopR^−^SufR^−^) strains to different copper concentrations. While the COP20 (SufR^−^) strain showed a similar copper tolerance to the WT strain (Fig. 4B), the COP21 (CopR^−^SufR^−^) strain showed better growth compared to the COP4 (CopR^−^) strain, being able to grow at concentrations up to 1.75 µM of copper (Fig. 4C and 4D). These data indicates that constitutive expression of *sufBCDS* genes in the COP21 (CopR^−^SufR^−^) strain partially alleviates copper toxicity, and that Fe-S biogenesis and/or repair is an essential element for copper resistance in *Synechocystis*. This observation is further supported by the results that showed that a double mutant *atx1gshB* in this cyanobacterium, which lacks the copper metallochaperone, Atx1, and glutathione synthetase, GshB, was highly sensitive to copper and this sensitivity could be alleviated by supplementation of branched amino acids [8]. Branched amino-acids biosynthesis requires the participation of several Fe-S cluster-containing enzymes and has been proposed to be the primary target for copper toxicity in several microorganisms [6], [7]. However, the COP20 (SufR^−^) strain was not more resistant to copper than the WT strain, suggesting that the overexpression of the *sufBCDS* operon only confers a selective advantage in the absence of a copper resistance mechanism and/or that in the WT strain there is less damage to Fe-S clusters than in the COP4 (CopR^−^) strain.

### InrS controls *nrsD* transcription in response to both copper and nickel

One of the membrane related group of genes that changed its expression in response to high copper treatment were genes coding for heavy metals resistance systems. These included the arsenic resistance system (encoded by *arsBHC* operon [72]), the cobalt resistance genes *corR* (*coaR*) and *corT* (*coaA*) [73], [74]), the zinc resistance system (*ziaA* and *ziaR* [75]) and *nrsD*, the last gene of the nickel resistance operon ([73], [76]; Fig. 3D and Tables 2 and S3). 

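After 3 µM copper the log2 fold changes of the arsenic resistance genes were 9.20 for arsB (slr0944, at least 207-fold), 7.98 for arsH (slr0945, at least 99.9-fold) and 7.53 for arsC (slr0946, at least 81.5-fold), with adjusted p = 9.79e-11, 2.68e-12 and 4.24e-13 from limma. The gene nrsD (slr0796) had 4.89 (29.6-fold, 4.37e-07), coaT (slr0797) 2.92 (7.54-fold, 7.27e-07) and coaR (sll0794) 2.11 (4.33-fold, 0.000335). For ziaA (slr0798) it was 3.54 (at least 9.30-fold, 7.09e-07) and for ziaR (sll0792) 3.27 (at least 3.78-fold, 1.98e-08). Without WT 3 µM replicate 2 coaR was not called (1.89, adjusted p = 0.0144, range 9.05e-09 to 0.0144 over the alternatives).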

All these induced genes have in common their regulation by transcriptional factors that respond to metals in the cytosol. These data suggest that under this condition (3 µM) copper accumulates in the cytosol in *Synechocystis*, at least transiently. Due to its higher affinity for proteins, copper could bind to other heavy metal transcription factors in a non-specific manner, activating them and, sub-sequentially, the genes under their control. This global regulation of metal homeostasis genes in response to copper shock has been also reported in other bacteria [53], [54], and it may allow cells to export copper by both specific and non-specific heavy metal transporters.

The only gene mentioned above that is not exclusively controlled by cytosolic regulators is *nrsD*, which encodes for a nickel permease belonging to the major facilitator superfamily of transport proteins, and is part of the *nrsBACD* operon. This operon is involved in nickel resistance in *Synechocystis* and is controlled by the NrsRS two-component system [73], [77]. 

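The 3 loci directly upstream of nrsD (slr0793, slr0794 and slr0795) were taken as nrsB, nrsA and nrsC from their position, since the arrays do not name them, and sll0797 and sll0798 as nrsR and nrsS. At 3 µM their log2 fold changes were -0.94 (adjusted p = 0.00356 from limma), -0.01 (0.970), -0.51 (0.131), 0.02 (0.959) and -0.68 (0.0233), and none of the 5 was called. Both with control probe scaling and with the values as deposited, slr0793, slr0794, slr0795 and sll0798 turned positive. The inrS gene (sll0176) had -0.42 (0.325), and it turned positive with control probe scaling.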

Although *nrsD* was induced by copper neither *nrsBAC* nor *nrsRS* genes were induced after this treatment (Fig. 3D). These data were confirmed by northern blot analysis of *nrsD* (using a probe for *nrsD, nrsD5′*, that comprises 310 bp before the insertion point for the *CK*.1 cassette used to construct the NRS5 and NRS11 strains, see below and Fig. S6) and *nrsB* genes. The *nrsD* transcript was induced in both copper and nickel treatments while *nrsB* was only induced by nickel addition (Fig. 5B). Recently, it has been described that *nrsD* has its own promoter and is also regulated by the cytosolic nickel sensing transcription factor InrS, which belongs to the CsoR family of transcription factors [76]. Even more, *nrsD* was still induced after copper addition in the NRS6 (NrsRS^−^) mutant strain (which lacks the NrsRS system) while *nrsB* was not induced (Fig. 5B). This suggests that *nrsD* is under the control of another system in response to copper. The most likely regulator involved in the induction of *nrsD* gene under this condition is the InrS repressor. This family of transcription factors were initially identified as copper responsive [19], [78], [79], and InrS contains the conserved residues to bind Cu. In fact, InrS binds Cu(I) more tightly than Ni(II), although it was proposed that this protein does not have access to Cu *in vivo* under steady-state conditions, because all Cu is buffered in *Synechocystis* cytoplasm [76], but responds to both Cu and Zn after a short challenge [80], therefore corroborating our results (Fig. 5B). In order to study the role of InrS in copper homeostasis, mutant strains with an interrupted *inrS* gene were constructed in both WT (generating the NRS10 strain) and NRS5 (NrsD^−^; generating the NRS11 strain) backgrounds. The NRS10 (InrS^−^) strain presented a slow growth phenotype, which was partially alleviated by Ni addition to the media and expressed *nrsD* constitutively (Fig. 5A and B; [76]). This suggests that the slow growth phenotype observed in NRS10 (InrS^−^) strain could be consequence of its low Ni content (our unpublished results and [76]), probably due to the constitutive expression of *nrsD*. In agreement with this, the NRS11 (InrS^−^NrsD^−^) strain grew as the WT in BG11C and also expressed *nrsD* constitutively (Fig. 5A and B; the expression was detected because the probe covers the sequence before the insertion point of CK1). In order to study whether InrS has a role in other metals metabolism, the growth of WT, NRS5 (NrsD^−^), NRS10 (InrS^−^) and NRS11 (InrS^−^NrsD^−^) strains was analyzed in the presence of different metals. The NRS11 (InrS^−^NrsD^−^) was extremely sensitive to the presence of all metals tested, unlike the NRS5 (NrsD^−^) and WT strains (Fig. 5C) that were not affected at this metal concentrations, while the NRS10 (InrS^−^) strain was only able to grow in presence of nickel. These findings suggest that InrS has a central role in metal homeostasis, including copper, in *Synechocystis* probably controlling other elements beyond *nrsD* that will require further studies.

**Figure 5:**
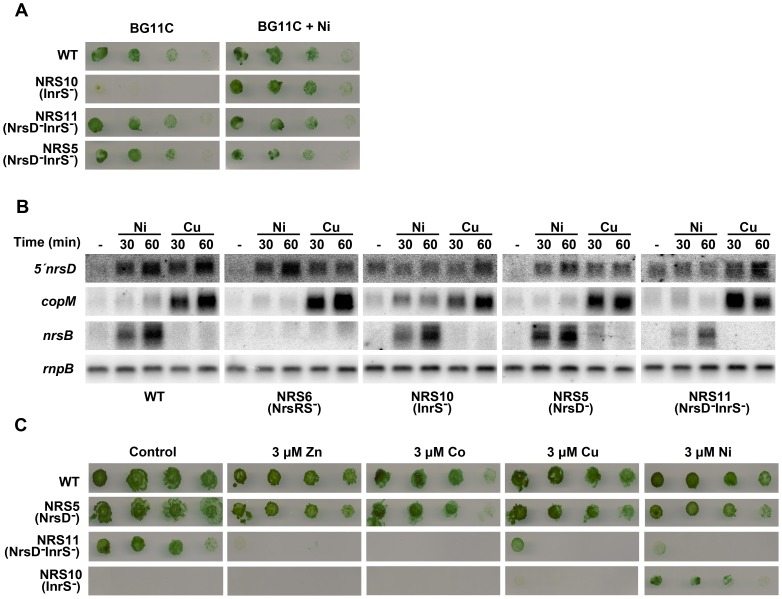
InrS is implicated in heavy metal homeostasis. A. Phenotypic characterization of mutant strains affected in *inrS* and *nrsD* genes. Growth in presence and absence of nickel was observed in WT, NRS10 (InrS^−^) and NRS11 (NrsD^−^InrS^−^) strains. Ten fold dilutions of a 1 µg chlorophyll mL^−1^ cell suspension were spotted onto both BG11C and BG11C supplemented with 1 µM of nickel. Plates were photographed after 5 d of growth. B. Northern blot analysis of the expression of *nrsD* in WT, NRS5 (NrsD^−^), NRS6 (NrsRS^−^), NRS10 (InrS^−^) and NRS11 (NrsD^−^InrS^−^) strains. Total RNA was isolated from WT, NRS5, NRS6, NRS10 and NRS11 strains grown in BG11C-Cu medium and exposed for 60 min to 3 µM of indicated metals ions. Control cells were not exposed to added metals (-). The filter was hybridized with *5′nrsD*, *copM*, *nrsB* and *rnpB* (as a loading control) probes. C. Phenotypic characterization of WT, NRS5 (NrsD^−^), NRS10 (InrS^−^) and NRS11 (NrsD^−^InrS^−^) mutant strains. Tolerance of WT, NRS5, NRS10 and NRS11 strains to different metals was examined. Ten fold dilutions of a 1 µg chlorophyll mL^−1^ cell suspension cell were spotted onto BG11C, supplemented with the indicated metals ions concentrations. Plates were photographed after 5 d of growth.

### CopRS only controls *copMRS* and *copBAC* expression in response to copper

Finally we have also analyzed the global gene expression profile in the COP4 (CopR^−^) strain, a mutant strain that lacks the CopRS two-component system, which is essential for copper resistance and regulation of *copMRS* and *copBAC* operons [21]. 

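RNA of the COP4 (CopR−) strain came from untreated cells (4 arrays) and from cells treated for 1 h with 0.3 µM or 3 µM copper (2 arrays each), labeled and processed with the WT arrays. The legend of Fig. 6A gives 2 hybridizations of untreated COP4, the array labels give 4, and all 4 were used. The probes well above background were 32.5, 47.7, 50.4 and 44.7% on the untreated arrays, 71.8 and 65.9% at 0.3 µM, and 85.3 and 81.7% at 3 µM. The COP4 arrays lay on slides 4, 4, 2 and 2 without copper, 3 and 2 at 0.3 µM, and 3 and 4 at 3 µM. The squared correlation between arrays averaged 0.916 without copper, and was 0.976 at 0.3 µM and 0.971 at 3 µM. Against WT, the median log2 fold change of the features under 75th percentile scaling was 0.12 without copper and -0.25 at 0.3 µM. Scaled by control probes it was -0.36 at 0.3 µM and -0.30 at 3 µM. As a check of the labels, the genes affected in COP4 were read on each array. The log2 signal of copM was 3.87 to 4.34 on the untreated COP4 arrays, 3.56 and 3.81 at 0.3 µM and 4.79 and 5.24 at 3 µM. The highest of these lay 6.30 below the lowest treated WT array. For copR it was 1.64 to 2.04, 1.21 and 1.58, and 1.34 and 2.32, where at most 3 of its 4 probes were above background on an array. With 2 treated arrays per strain, comparisons between strains under copper are less precise than those without copper.

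**Figure D3:**
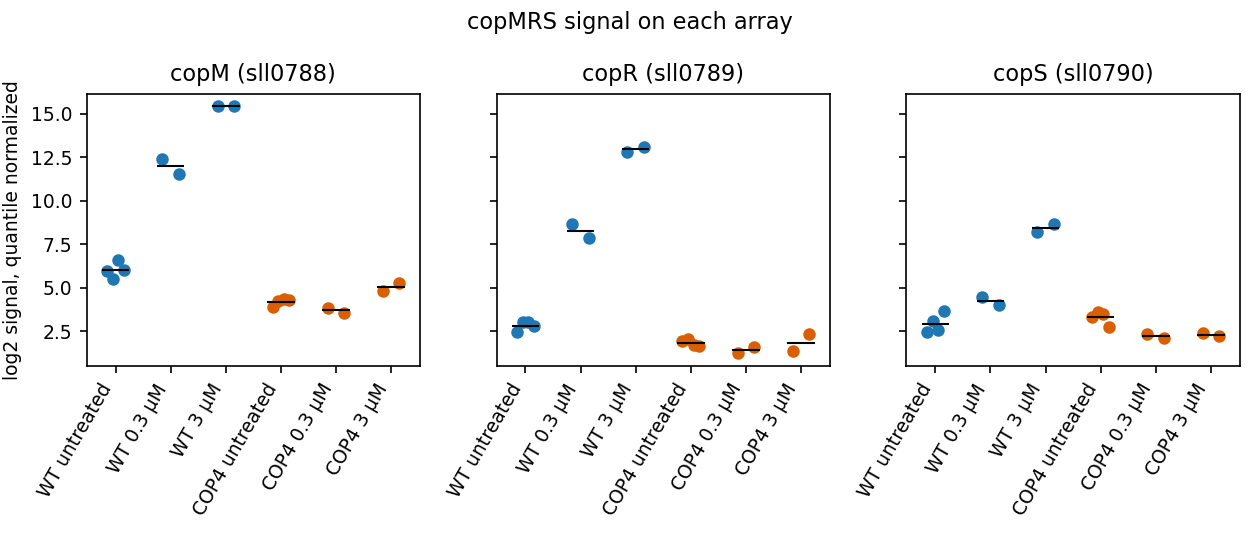
Quantile normalized log2 signal (y axis) of copM, copR and copS on each array (points) by strain and copper treatment (x axis), with lines at the group means. In WT copM rises to 15.42 and 15.44 at 3 µM, and in COP4 it stays at or below 5.24.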

The COP4 (CopR^−^) strain carries a deletion of the *copM_1_R_1_S_1_* and an insertion in the *copR_2_* gene and it was previously characterized to be copper sensitive, while mutants lacking *copM_1_R_1_S_1_* or *copM_2_R_2_S_2_* were indistinguishable from the WT strain both in copper resistance [21] and *copM* expression (Fig. S7). The statistical analysis showed that only 20 *ORFs* were significantly down-regulated in any of the conditions assayed in the COP4 (CopR^−^) strain. 

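Against WT, COP4 had 15 genes down-regulated and 2 up-regulated (sll1447 and sll1891, named after their calls were seen) without copper, 10 and 0 at 0.3 µM, and 16 and 1 at 3 µM, and 19 genes were down-regulated in at least 1 comparison. At an unadjusted p under 0.05, limma gave 239, 344 and 142 genes. The setting that moved the down-regulated counts most was normexp background correction, with 7 genes without copper, 4 at 0.3 µM and 11 at 3 µM. With each array left out in turn the down-regulated count was 13 to 18 without copper, 6 to 8 at 0.3 µM and 10 to 12 at 3 µM, where the lowest counts came without COP4 0.3 µM replicate 2 and without COP4 3 µM replicate 1. The up-regulated count without copper was 0 without COP4 untreated replicate 1 or WT untreated replicate 4, and 1 without COP4 untreated replicate 2 or 4. Without COP4 untreated replicate 3 it was 4.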

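In COP4 at 3 µM copper slr1682 was the only gene called higher than in WT (log2 fold change 2.71, standard error 0.31, 6.53-fold, adjusted p = 2.98e-05 from limma). It was 0.85 (adjusted p = 0.0928) without copper and 0.50 (0.508) at 0.3 µM. The response to 3 µM copper was 2.25 in COP4 and 0.40 in WT, and the difference between these responses was 1.85, which did not pass the threshold (adjusted p = 0.0811). The gene was not called higher with the values as deposited or with control probe scaling.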

The only exception was a putative transposase encoded by *slr1682*, which was up-regulated after the high copper treatment (Fig. 6, Table S5). Most of these genes corresponded to 4 operons, that with the exception of *copMRS*, were already down-regulated in control conditions, suggesting that their expression was not copper dependent (Fig. 6A). 

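Without copper, slr1667 (log2 fold change of COP4 over WT -2.90), slr1668 (-2.95) and ssr2786 (-3.27) were down-regulated, and so were slr2015 (-2.72), slr2016 (-3.14), slr2017 (-2.90) and slr2018 (-2.72), and slr1815 (-2.27) and slr1816 (-3.49). The first group lies at 3476059 to 3477754, the second at 756053 to 761228 and the third at 1292820 to 1295551, all on the + strand, in positions of the array annotation, which names no genome build. At 3 µM all 9 were called again, from -2.86 to -5.91. At 0.3 µM slr2015 (-2.02), slr2016 (-1.86), slr2017 (-1.38) and slr2018 (-1.39) were not called. The calls of slr2015, slr2016 and slr2017 at 3 µM were lost without either COP4 array or without WT replicate 2, and that of slr2017 also without WT replicate 1. Without WT replicate 2 the adjusted p was 0.0647, 0.0975 and 0.113 (ranges 0.000133 to 0.0647, 6.95e-05 to 0.0975 and 5.18e-05 to 0.113 over the alternatives). The call of slr1815 without copper was lost without COP4 untreated replicate 3 (adjusted p = 0.0103) or WT untreated replicate 1 (0.0101; range 0.000102 to 0.123), and at 0.3 µM it was lost without either COP4 array or WT replicate 2 (up to 0.0316; range 4.36e-05 to 0.0747). At 0.3 µM ssr2786 was not called without COP4 replicate 2 (0.0154; range 0.000264 to 0.0154). For copMRS, only copM was called without copper (log2 fold change -1.82, at least 3.20-fold lower, adjusted p = 0.000203 from limma), while copR (-0.99, 0.0774) and copS (0.35, 0.818) were not. The adjusted p of copM ranged from 0.000106 to 0.0885 over the alternatives.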

To verify this hypothesis, and the microarray results, the expression of the first gene in the operons *slr1667* (*slr1667-slr1668*), *slr2015* (*slr2015-slr2016-slr2017-slr2018*) and *copM* (both *copM_1_R_1_S_1_ and copM_2_R_2_S_2_*) was analyzed in response to copper in WT, COP4 (CopR^−^) and COP10 (CopMRS^−^) strains (a strain which carries a deletion of both *copM_1_R_1_S_1_* and *copM_2_R_2_S_2_* and shows the same copper sensitivity phenotype to COP4 (CopR^−^) strain; Fig. S3 and S8) by northern blot. This showed that *petE* was induced in all strains and both *copM* (*copM_1_* (*sll0788*) and *copM_2_* (*slr6039*)) and *copB (slr6038)* were only expressed in the WT strain (Fig. 6D), as expected. In contrast, both *slr1667* and *slr2015* have the same expression pattern in both WT and COP10 (CopMRS^−^) strains and were expressed at lower level in the COP4 (CopR^−^) strain in untreated conditions. These two genes were down-regulated to similar levels to those of the COP4 (CopR^−^) strain in WT and COP10 (CopMRS^−^) strains after copper addition (Fig. 6D). These genes together with *slr0442*, *ssr2787* and *ssr2848* have been also described to be repressed in mutants lacking either the cyanobacterial cAMP receptor proteins, SynCRP1 [81], [82], or the cyanobacterial homologue of the RNA chaperone Hfq [83]. These suggested that the COP4 strain could carry a secondary mutation in one of these two genes. However, sequencing of these genes did not show any differences between WT and COP4 (CopR^−^) strains, pointing to an additional mutation affecting expression of these genes in COP4 (CopR^−^) but not to copper related genes. 

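The log2 fold change of slr0442 in COP4 over WT was -1.63 without copper, -2.02 at 0.3 µM and -2.28 at 3 µM (adjusted p = 0.000933, 0.00789 and 0.00130 from limma). It was called in each, and under copper the calls were lost with any 1 of the 4 arrays left out, with adjusted p up to 0.177 at 0.3 µM and 0.0328 at 3 µM (ranges 0.00545 to 0.177 and 0.000128 to 0.0847 over the alternatives). That of ssr2848 was -4.20, -3.32 and -2.49, each called. At 3 µM it was not called without COP4 replicate 1 (adjusted p = 0.0181) or WT replicate 1 (0.0275; range 0.000503 to 0.663). The neighbouring slr1704 was called without copper (-2.41). No probe for ssr2787 is on the arrays.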

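At 0.3 µM copper the log2 fold change of COP4 over WT was -8.28 for copM (310.0-fold lower, adjusted p = 5.15e-11 from limma) and -6.85 for copR (at least 64.5-fold, 5.54e-10). At 3 µM it was -10.42 for copM (1367-fold, 5.48e-13), -11.11 for copR (3.48e-13) and -6.14 for copS (at least 69.5-fold, 1.01e-08). No fold is given for copR at 3 µM, since 1 and 3 of its 4 probes were well above background on the 2 COP4 arrays and the fitted value depends on dim spots. In COP4 under quantile normalization copper changed none of the 3 genes past the threshold, with log2 fold changes of 0.82, 0.01 and -0.99 at 3 µM. Over the alternatives the adjusted p of copM, copR and copS there fell below 0.01 in at least 1 setting each. With control probe scaling the median log2 fold change of all features in COP4 was 1.79 at 3 µM. Of the genes with a locus name, 533 were called in WT and 539 in COP4 at 3 µM, 426 in both in the same direction and 0 in opposite directions. Across the 2903 genes the Pearson correlation between the responses was 0.907, where genes are not independent replicates. Tested as a difference between the responses, 3 genes (copM, copR and copS) passed the threshold at 3 µM and 2 (copM and copR) at 0.3 µM, and at an unadjusted p under 0.05 limma gave 80 and 277 genes. The next gene, slr1815, had a difference of -3.64 (adjusted p = 0.0197), was not called and was singled out after its value was seen. Each copMRS gene lost its genomic copy in COP4, and copR is interrupted in the plasmid copy. Their difference is therefore in part fixed by construction. The copBAC genes on plasmids have no probes here. The paper proposes that CopRS controls only copMRS and copBAC from the arrays, northern blots that include copB, and a search for CopR binding sequences. It leaves other plasmid genes open.

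**Figure D4:**
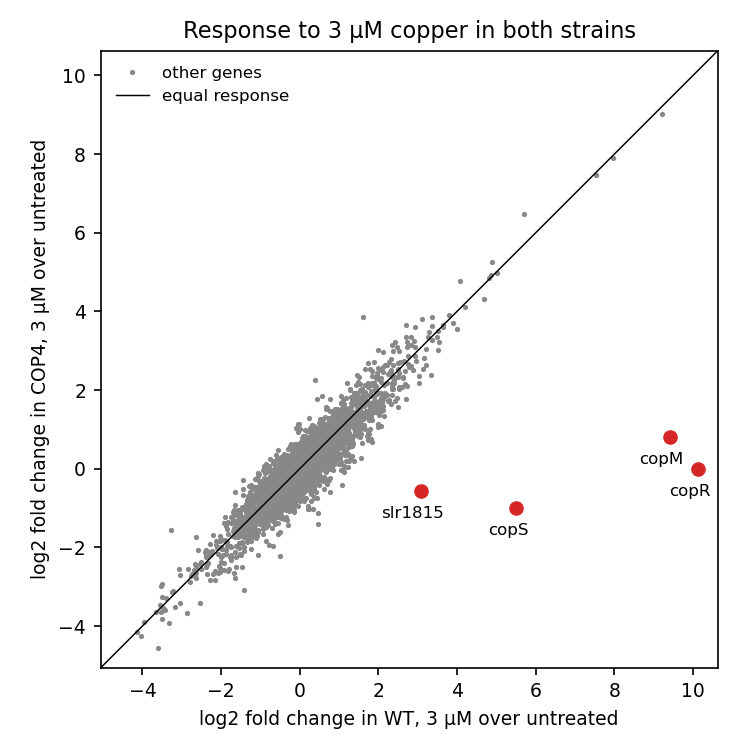
Log2 fold change after 3 µM copper in WT (x axis) and in COP4 (y axis) for 2903 genes (points), with a line of equal response. The copM, copR and copS genes lie at 9.41, 10.13 and 5.51 in WT and at 0.82, 0.01 and -0.99 in COP4, and slr1815 is the other marked gene.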

All these data suggest that CopRS only controls *copMRS* and *copBAC* operons both under our standard conditions and after 1 h of copper stress, although we can not exclude the possibility that this system could control other *Synechocystis* plasmids genes as *copBAC*, since our microarray did not contain probes for genes located in these plasmids. These results were further supported by a bioinformatics search for the putative CopR DNA binding sequences (TTCATN_4–5_TTCAT; [21]) in the *Synechocystis* genome that were only found, in addition to the *cop* promoters, upstream the *mntC* gene and in the divergent promoters located between *nrsRS* and *nrsBACD* operons [77]. However, none of these genes showed any differential expression patterns in any of the strains used (Tables S1 and S3, Figures 3D and 5B), suggesting that there should be more elements involved in the regulation of these promoters.

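In WT the log2 fold change of mntC (sll1598) was -0.05 at 0.3 µM (adjusted p = 0.940 from limma) and -0.20 at 3 µM (0.625), and its probes differed in sign. At 3 µM mntC turned positive and was called with control probe scaling (2.05) and with the values as deposited (2.39). The median of all features with control probe scaling was 2.06. In COP4 over WT it was 0.28, -0.30 and 0.29 in the 3 treatments, and none was called. At 0.3 µM the locus taken as nrsB (slr0793) was called lower in COP4 than in WT (-1.54, at least 1.73-fold, adjusted p = 0.00727). This call was lost with any 1 of the 4 arrays left out, with adjusted p from 0.0163 to 0.125 (range 0.00176 to 0.130 over the alternatives). The other nrs loci were not called in this comparison, with log2 fold changes from -1.38 to 0.41. In WT at 0.3 µM slr0793 had 0.56 (0.140).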

**Figure 6:**
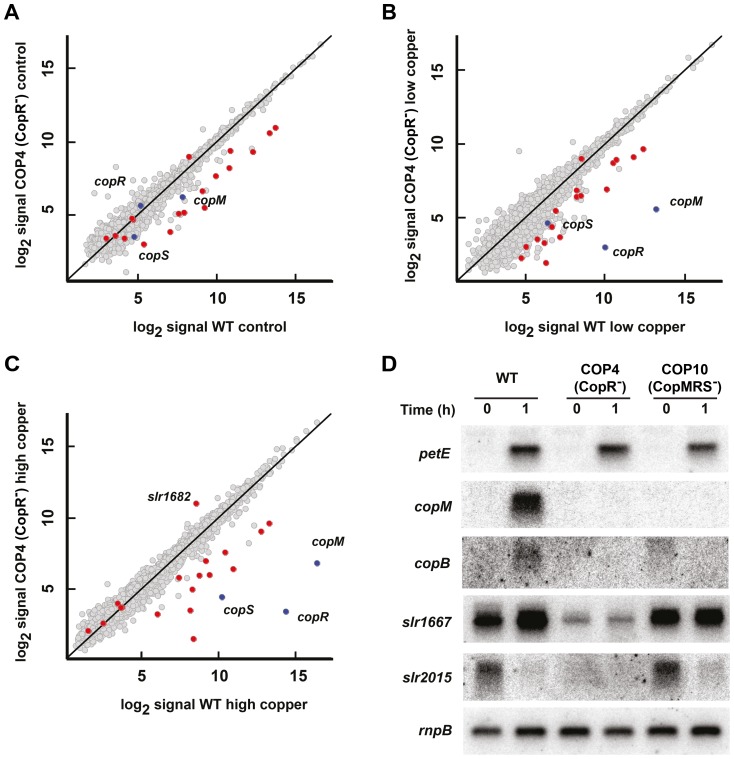
Global responses to copper in the COP4 (CopR^−^) mutant strain. A. Scatter plot showing comparison between expression profiles of COP4 (CopR^−^; y axis) and WT (x axis) in untreated samples. Data represents the average signal of two hybridizations for COP4 and four hybridizations for WT. In red are colored genes that are statistically regulated in COP4 strain in all treatments. In blue is colored the *copMRS* operon. B. Scatter plot showing comparison between expression profiles of COP4 (CopR^−^; y axis) and WT (x axis) treated with 0.3 µM copper for 1 h. Data represents the average signal of two hybridizations for COP4 and WT. Colours were used as in A. C. Scatter plot showing comparison between expression profiles of COP4 (CopR^−^; y axis) and WT (x axis) treated with 3 µM copper for 1 h. Data represents the average signal of two hybridizations for COP4 and WT. Colours were used as in A. D. Northern blot analysis of *copM*, *slr1667*, *slr2015* and *petE* in WT, COP4 (CopR^−^) and COP10 (CopMRS^−^) strains. Total RNA was isolated from WT, COP4 and COP10 cells grown in BG11C-Cu medium and exposed to 3 µM of copper for 1 h. The filter was hybridized with *copM*, *slr1667*, *slr2015*, *petE* and *rnpB* (as a loading control) probes.

These results contrast with the previously data showing that the Hik31-Rre34 two component system (designated CopRS here) is involved in the responses to glucose both under continuous light or under light/dark cycles, with different roles for the plasmid and genomic copies of these genes. Our mutant strains did not show any defects after glucose addition and mutants lacking only one of the copies of these genes were phenotypically identical to the WT strain [21] and no change in pigmentation was observed in any of our strains (Fig. 4; and our unpublished observations). These differences could be attributable to different strain backgrounds, as glucose sensitivity has been shown to be variable between different WT strains [26], [84], [85], and/or media formulations. In fact, It has also been reported that *copMRS* were induced by conditions that altered the redox state of the cell [40], [41], [86], but we have shown that at least after DBMIB addition and nitrogen starvation it only happens in copper containing media [21], [35], which suggests that most of the functions related to these genes are related to copper. Therefore some of the phenotypes attributed to be controlled by the CopRS (Hik31-Rre34) could be a consequence of the copper released from degradation of oxidized plastocyanin [35], as many of these conditions will alter photosynthetic electron transport and probably lead to the accumulation of oxidized plastocyanin.

## Conclusions

In this work we have reported the transcriptional profiles of the WT and a *copR* mutant (COP4) *Synechocystis* strains in response to low and high copper concentration treatments. The low copper treatment (0.3 µM) revealed a slight induction of cell anabolism, mainly cyclic photosynthesis, through up-regulation of genes related to energy metabolism and translation and repression of PSII genes (Fig. 7). On the other hand, the toxic copper concentration catalyzed the formation of ROS and led to a general stress response, which included the repression of genes related to photosynthesis, respiration and growth, and the induction of chaperones and oxidative stress related genes. This treatment also affected expression of a high number of genes related to biogenesis and transport across the membrane, heavy metal resistance and Fe-S cluster biogenesis and/or repair indicating that copper markedly affected these processes. Additionally, both copper treatments (0.3 and 3 µM) had in common the *petJ*/*petE* transcriptional switch and the induction of *copMRS* operon, which we have defined as the specific copper response in *Synechocystis* (Fig. 7). Furthermore, the induction of Fe-S cluster repair/biosynthesis genes has an important role in copper toxicity in *Synechocystis*, since a double mutant strain lacking both *copR* and *sufR* (the COP21 strain) that expressed constitutively the *sufBCDS* operon, was more resistant to copper than the *copR* mutant strain (COP4). Moreover, we have also shown that InrS, a CsoR transcriptional factor, controls *nrsD* expression not only in response to nickel but also to copper. In addition, we have shown that InrS has an important role in heavy metals homeostasis, including copper, in *Synechocystis*. Finally, the analysis of the COP4 strain (CopR^−^) revealed that *copMRS* and *copBAC* operons are the only targets of the CopRS two-component system in response to copper.

**Figure 7:**
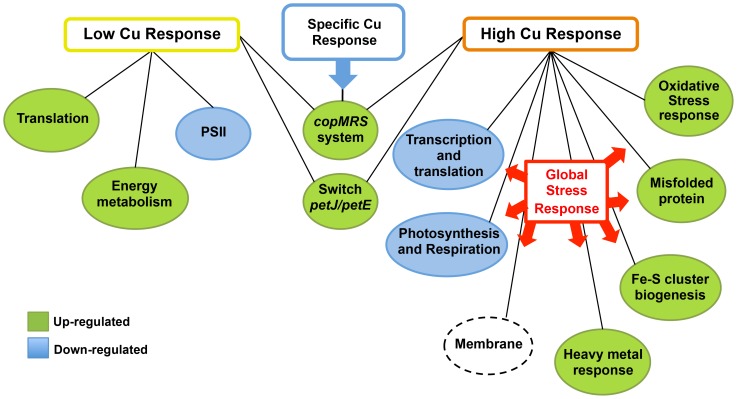
A Schematic representation depicting gene sets transcriptionally regulated by copper in *Synechocystis*. Group of up-regulated genes are shown in green and group of down-regulated genes are shown in blue. Dashed line represents a group that contains both up- and down-regulated genes.

## Materials and Methods

### Strains and culture conditions

*Synechocystis* strains used in this work are listed in Table 3. All *Synechocystis* strains used in this work were grown photoautotrophically on BG11C-Cu (lacking CuSO_4_) medium [31] at 30°C under continuous illumination (50 µE m^−2^ s^−1^) and bubbled with a stream of 1% (v/v) CO_2_ in air. For plate cultures, media was supplemented with 1% (wt/vol) agar. Kanamycin, chloramphenicol and spectinomycin were added to a final concentration of 50 µg mL^−1^, 20 µg mL^−1^ and 5 µg mL^−1^, respectively. Experiments were performed using cultures from the mid-logarithmic phase (3–4 µg chlorophyll mL^−1^) in BG11C-Cu medium supplemented with indicated amounts of CuSO_4_, NiSO_4_, CoCl_2_, ZnCl_2_ and Methyl viologen (MV) when required.

**Table 3:** *Synechocystis* strains used in this study.

STRAIN	PREVIOUS NAME	RELEVANT PHENOTYPE	GENOTYPE	MUTATED ORFS	SOURCE
**WT**	*-*	*-*	*Synechocystis* sp. PCC 6803	-	Lab collection From Institute Pasteur.
**COP1**	GCOP	*-*	*ΔcopM_1_R_1_S_1_::SpΩ*	*sll0788, sll0789, sll0790*	[21]
**COP4**	COPR	CopR*^−^*	*ΔcopM_1_R_1_S_1_::SpΩ copR_2_::C.C1*	*slr6040, sll0788, sll0789, sll0790*	[21]
**COP5**	PCOP	*-*	*ΔcopM_2_R_2_S_2_::C.K1*	*slr6039, slr6040, slr6041*	[21]
**COP10**	*-*	CopMRS*^−^*	*ΔcopM_2_R_2_S_2_::C.K1 ΔcopM_1_R_1_S_1_::C.C1*	*slr6039, slr6040, slr6041, sll0788, sll0789, sll0790*	This study
**COP20**	*-*	SufR*^−^*	*sufR::C.K1*	*sll0088*	This study
**COP21**	*-*	SufR*^−^* CopR*^−^*	*ΔcopM_1_R_1_S_1_::SpΩ copR_2_::C.C1 sufR::C.K1*	*slr6040, sll0788, sll0789, sll0790, sll0088*	This study
**NRS5**	*nrsD::CK1+*	NrsD*^−^*	*nrsD::C.K1*	*slr0796*	[73]
**NRS6**	*nrsRS::CK1+*	NrsRS*^−^*	*ΔnrsRS:: C.K1*	*sll0797, sll0798*	[77]
**NRS10**	*-*	InrS*^−^*	*ΔinrS::SpΩ*	*sll0176*	This study
**NRS11**	*-*	InrS*^−^*NrsD*^−^*	*nrsD::C.K1 ΔinrS::SpΩ*	*slr0796, sll0176*	This study

*E. coli* DH5α cells were grown in Luria broth medium and supplemented with 100 µg ml^−1^ ampicillin, 50 µg ml^−1^ kanamycin, 20 µg ml^−1^ chloramphenicol and 100 µg ml^−1^ spectinomycin when required.

### Insertional mutagenesis of *Synechocystis* genes

For the *sll0088, sufR*, insertional mutant, an 1135-bp DNA band amplified with oligonucleotides SUFRF and SUFRR was cloned into pGEMT to generate pSUFR1. Then antibiotic resistance C.K1 cassette [87] was inserted into an *Eco*RV site, generating pSUFR2, and this plasmid was used to transform both WT and COP4 strains generating COP20 and COP21 mutant strain respectively. For the NRS10 (*inrS* mutant) and NRS11 (*inrS* and *nrsD* double mutant) mutants strains a 1211-bp DNA band, excluding the *inrS* ORF but containing the flanking regions, was amplified by overlapping PCR reactions using oligonucleotides pairs CSOR5L-CSOR5R and CSOR3L-CSOR3R and cloned into pGEMT to generate pCSOR1.1. Then a spectinomycin (SpΩ) resistance cassette was introduced into the EcoRV site generated during the overlapping PCR to generate pCSOR7 and this plasmid was transformed into WT or NRS5 (described as *nrsD*::CK1 in [73]) strains. To generate the COP10 mutant strain, a 3032-bp DNA band was amplified with oligonucleotides ΔcopM1 and ΔcopS4 and was cloned into pGEMT to generate pCOPRS9. Then an SpΩ resistance cassette was introduced between the *Sal*I-*BstE*II sites that were made blunt ended by Klenow DNA polymerase, generating pCOPRS11. Finally this plasmid was used to transform the COP1 strain [21].

All plasmids were incorporated by homologous recombination in the genome and complete segregation of the mutants generated in this work was checked by PCR using the oligonucleotides shown in Table S7.

### Minimal inhibitory concentration (MIC) determination

The MIC for Cu was calculated as the lowest concentration at which there was no growth after 24 h. *Synechocystis* was grown in tubes of 25 ml at 30°C inoculated at OD_750_ nm of 0.6, in duplicate, with different CuSO_4_ concentrations. After 24 h, the OD at 750 nm was and the MIC was determined.

### ROS determination

ROS analysis was performed following the protocol previously described [88], [89]. Total protein extracts (250–500 µg total protein) of *Synechocystis* cultures in the mid-exponential growth phase (3 to 4 µg chlorophyll mL^−1^) under different conditions were used for ROS quantification. Each measurement was performed on three equal aliquots, one of them containing 100 mM ascorbate used as background signal. Samples were incubated for 15 min at 25°C. Then, 2′,7′-dichlorodihydrofluorescein diacetate (H_2_DCFDA) (Invitrogen catalog #D399) in dimethyl sulfoxide (DMSO) was added to a final concentration of 25 µM and incubated for 30 min at 30°C. Fluorescence was measured using a Cary Eclipse fluorescence spectrophotometer (Varian) with excitation/emission wavelengths set up to 485 and 525 nm, respectively. For each experimental sample the ascorbate- background was subtracted. The obtained values were expressed as relative fluorescence units per microgram of protein. Each experiment was performed three independent times.

### RNA Isolation and Northern-blot analysis

Total RNA was isolated from 30 mL samples of *Synechocystis* cultures in the mid-exponential growth phase (3 to 4 µg chlorophyll mL^−1^). Extractions were performed by vortexing cells in presence of phenol-chloroform and acid-washed baked glass beads (0.25–0.3 mm diameter) as previously described [47]. 5 µg of total RNA was loaded per lane and electrophoresed in 1.2% agarose denaturing formaldehyde gels [90] and transferred to nylon membranes (Hybond N-Plus; GE Healthcare). Prehybridization, hybridization, and washes were in accordance with GE Healthcare instruction manuals. Probes for Northern blot hybridization were synthesized by PCR using oligonucleotide pairs: petEF-petER, petJF-petJR, copM1F-copM1R, copBF-copBR, slr2015F-slr2015R, slr1667F-slr1667R, nrsBF-nrsBR, NRP3-NRP1, sufRF-sufRR, sufBF-sufBR (see Table S7) for *petE, petJ, copM, copB, slr2015, slr1667, nrsB, 5′nrsD, sufR and sufB*, respectively. As a control, in all cases the filters were stripped and re-probed with a 580-bp *Hind*III-*Bam*HI probe from plasmid pAV1100 containing the constitutively expressed RNase P RNA gene (*rnpB*) from *Synechocystis* (Vioque, 1992). DNA probes were ^32^P labeled with a random-primer kit (Amersham Biosciences) using [α-^32^P] dCTP (3,000 Ci/mmol). Hybridization signals were quantified with a Cyclone Phosphor System (Packard). Each experiment was performed at least two independent times.

### Microarray hybridization, bioinformatics and data analysis

For microarray analysis 0.2 µg of RNA were transformed to cRNA using Low Input Quick Amp WT Labeling Kit from Agilent. cRNA was labeled with Cy3 and labeled cRNA was applied to 8×15K arrays Agilent arrays. Signal intensities for probes were obtained from the scanned microarray image using Agilent Technologies' Feature Extraction software and quantile normalized. Differentially expressed genes were selected using Limma [91] implemented in One Channel GUI with a *p*<0.01 and at least 2.5 fold change. Gene groups differentially expressed in different genotypes were identified using GSEA tool [32] using hand-compiled gene lists (Table S8) that include functional categories from cyanobase, GO annotation and literature curated gene list (see supplementary material). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE51671. (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ebcpyuqknbytvul&acc=GSE51671).

## Supporting Information

Figure S1 **The switch between** ***petE*** **/** ***petJ*** **genes at 0.3 µM of copper.**
(PDF) Click here for additional data file.

Figure S2 ***copM*** **is expressed in cells cultured in standard BG11C medium under steady-state conditions.**
(PDF) Click here for additional data file.

Figure S3 **Schematic representation of the** ***Synechocystis*** **mutants strains affected in the** ***copMRS*** **genes used in this work.**
(PDF) Click here for additional data file.

Figure S4 **Schematic representation of the** ***Synechocystis*** **mutants strains affected in the** ***sufR*** **gene used in this work.**
(PDF) Click here for additional data file.

Figure S5 **Changes in pigmentation in the** ***sufR*** **mutant strains.**
(PDF) Click here for additional data file.

Figure S6 **Schematic representation of the** ***Synechocystis*** **mutants strains affected in the** ***nrs*** **and** ***inrS*** **genes used in this work.**
(PDF) Click here for additional data file.

Figure S7 ***copM*** **expression in response to copper is not altered in COP1 and COP5 strains.**
(PDF) Click here for additional data file.

Figure S8 **COP10 (CopMRS^−^) and COP4 (CopR^−^) show the same copper sensitivity phenotype.**
(PDF) Click here for additional data file.

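Table S1 gives a fold change per ORF after 0.3 µM copper over untreated WT. Of its 46 ORFs, 42 had probes on the arrays, and 34 of these were called in the same direction. All 42 had the same sign. The Pearson correlation of the log2 ratios across these genes, which are not independent replicates, was 0.978. Of the 61 genes called by limma, 27 are not in the table.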

Table S1 **List of differentially expressed genes in low copper treatment in** ***Synechocystis*** **sp. PCC 6803.**
(XLSX) Click here for additional data file.

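Table S2 lists gene sets and their enrichment scores after the low copper treatment. GSEA ranks all genes by the difference between conditions and asks whether the members of a set gather at one end of the ranking. The gene sets of the table were not used here.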

Table S2 **GSEA analysis for low copper treatment.**
(XLSX) Click here for additional data file.

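Table S3 gives a fold change, a functional category and an ORF for the 3 µM treatment. Of its 396 ORFs, 395 had probes on the arrays and 376 were called in the same direction, and all 395 had the same sign. The correlation of log2 ratios across genes was 0.994. Of the 533 genes called by limma, 157 are not in the table.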

Table S3 **List of differentially expressed genes in high the copper treatment in** ***Synechocystis*** **sp. PCC 6803.**
(XLSX) Click here for additional data file.

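Table S4 lists enrichment scores of gene sets after the high copper treatment. Its sets and scores were not used here.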

Table S4 **GSEA analysis for high copper treatment.**
(XLSX) Click here for additional data file.

Table S5 **List of differentially expressed genes in** ***Synechocystis*** **WT and the COP4 mutant strain.**
(XLSX) Click here for additional data file.

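Table S5 lists the ORFs that differ between WT and COP4, in 3 sections for untreated cells and each copper concentration. Of the 10 ORFs in the section for untreated cells, 10 were called, and 7 of the 17 calls are not in the section (sll0788, sll1447, sll1891, slr0163, slr0366, slr0442 and slr1815). In the section for 0.3 µM, 8 of 13 were called, and sll0614, sll0784, sll1118, sll1408 and slr1123 were not. There, 2 of the 10 calls are not in the section (slr0442 and slr0793). In the section for 3 µM, 15 of 16 ORFs had probes on the arrays and were called, and 2 of the 17 calls are not in the section (slr0163 and slr2019). The genes outside the sections were named after their calls were seen.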

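Table S6 gives fold changes of the PerR regulon. The 6 genes on the arrays that were not called had log2 fold changes of 0.65 for psb28 (slr1739, adjusted p = 0.0531 from limma), 0.24 for nifU (ssl2667), 1.84 for ccdA (sll0621, 0.0353), -0.66 for futA2 (slr0513), -1.09 for isiA (sll0247) and 0.59 for sll1135. Scaled by control probes, futA2 and isiA turned positive. Without WT untreated replicate 2 ccdA was called (2.22, adjusted p = 0.00870, range 1.08e-05 to 0.175 over the alternatives).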

Table S6 **The PerR regulon genes after the high copper treatment.**
(DOCX) Click here for additional data file.

Table S7 **Oligonucleotides used in this work.**
(DOCX) Click here for additional data file.

Table S8 **Hand curated genes used in the GSEA analysis.**
(XLSX) Click here for additional data file.

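Table S8 holds the gene lists compiled by hand for GSEA from Cyanobase, GO annotation and the literature. A list is tested as a whole, so many small changes in one direction can pass a test that no single gene of the list passes. The lists of this table were not used here.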

# Supplementary material for: Global Transcriptional Profiles of the Copper Responses in the Cyanobacterium Synechocystis sp. PCC 6803
**Source:** PLoS One. 2014 Sep 30;9(9):e108912. doi: 10.1371/journal.pone.0108912
**Supplement:** Figure S1 — The switch between petE / petJ genes at 0.3 µM of copper.

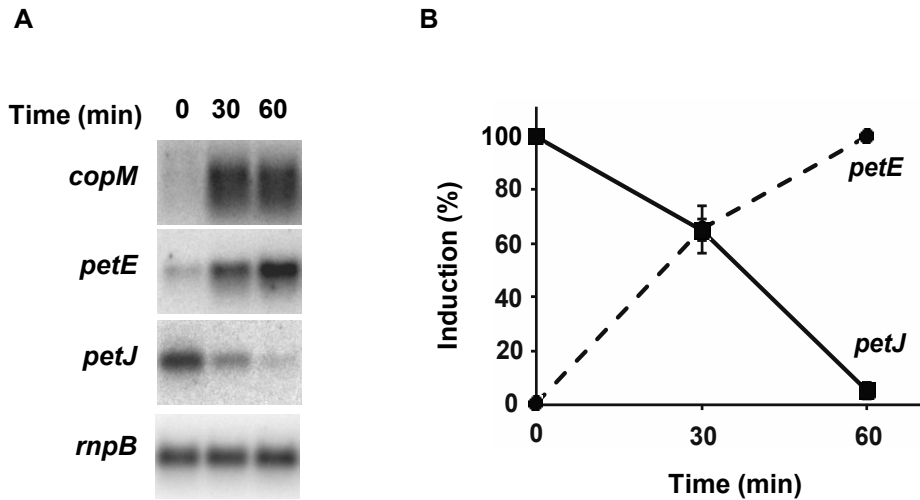

**Figure S1. The switch between *petE/petJ* genes at 0.3  $\mu$ M of copper.**

- A. Northern blot analysis of the expression of *copM*, *petE*, and *petJ* in response to non-toxic copper addition in wild-type. Total RNA was isolated from cells grown in BG11C-Cu medium after addition of copper 0.3  $\mu$ M. Samples were taken at the indicated times. The filters were hybridized with *copM*, *petE*, and *petJ* probes and subsequently stripped and rehybridized with an *rnpB* probe as a control.
- B. Quantification of relative mRNA levels of *petE* and *petJ* in response to 0.3  $\mu$ M Cu addition. Radioactive signals of three independent experiments were quantified and averaged. RNA levels were normalized with the *rnpB* signal. Plots of relative mRNA levels versus time were drawn; error bars represent SD. *petE* (circles) and *petJ* gene (squares).

# Supplementary material for: Global Transcriptional Profiles of the Copper Responses in the Cyanobacterium Synechocystis sp. PCC 6803
**Source:** PLoS One. 2014 Sep 30;9(9):e108912. doi: 10.1371/journal.pone.0108912
**Supplement:** Figure S2 — copM is expressed in cells cultured in standard BG11C medium under steady-state conditions.

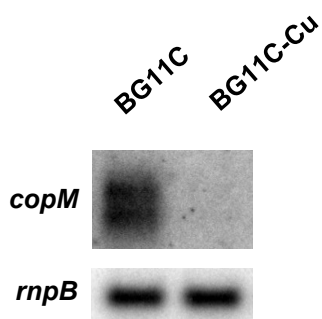

**Figure S2. *copM* is expressed in cells cultured in standard BG11C medium under steady-state conditions.** Northern-blot analysis of the expression of *copM* in wild-type cells cultured in either standard copper concentration medium (BG11C) or low copper medium (BG11C-Cu). Total RNA was isolated from cells after two cycles of growth up to mid-log phase in BG11C or BG11C-Cu. The filter was hybridized with *copM*, and subsequently stripped and re-hybridized with an *rnpB* probe as a control

# Supplementary material for: Global Transcriptional Profiles of the Copper Responses in the Cyanobacterium Synechocystis sp. PCC 6803
**Source:** PLoS One. 2014 Sep 30;9(9):e108912. doi: 10.1371/journal.pone.0108912
**Supplement:** Figure S3 — Schematic representation of the Synechocystis mutants strains affected in the copMRS genes used in this work.

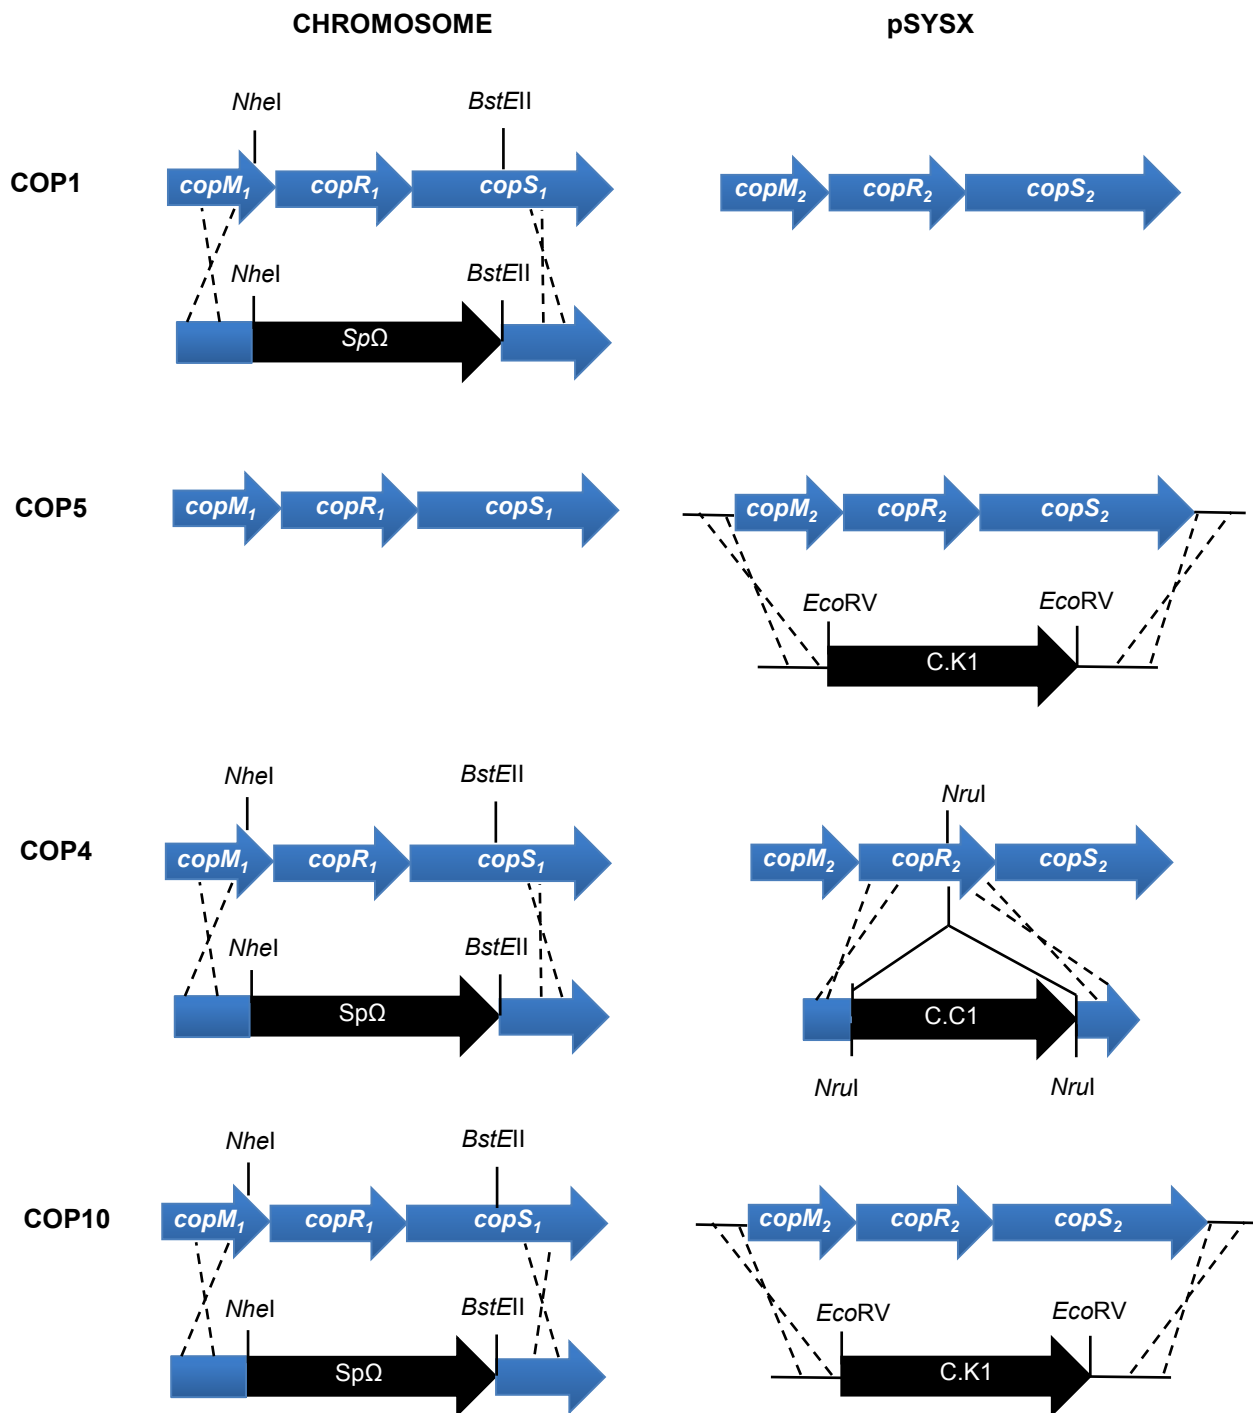

**Figure S3. Schematic representation of the *Synechocystis* mutants strains affected in the *copMRS* genes used in this work.** Schematic representation of the *cop* genes region in both genomic (*copM<sub>1</sub>R<sub>1</sub>S<sub>1</sub>*) and pSYSX plasmid (*copM<sub>2</sub>R<sub>2</sub>S<sub>2</sub>*) in the COP mutant strains. The C.K1 and SpΩ and C.C1 cassettes were inserted in each mutant strain at the indicated restriction sites. COP1, COP5 and COP4 were previously published and designated as GCOP, PCOP and COPR respectively (Giner-Lamia et. al 2012 Plant Physiology 159:1806-1818). Crossed dashed lines show homologous recombination sites.

# Supplementary material for: Global Transcriptional Profiles of the Copper Responses in the Cyanobacterium Synechocystis sp. PCC 6803
**Source:** PLoS One. 2014 Sep 30;9(9):e108912. doi: 10.1371/journal.pone.0108912
**Supplement:** Figure S4 — Schematic representation of the Synechocystis mutants strains affected in the sufR gene used in this work.

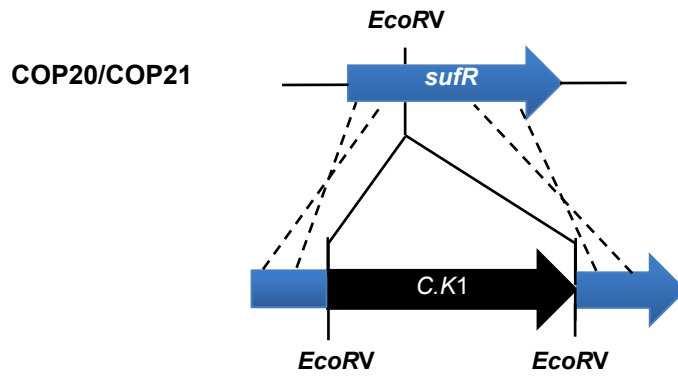

**Figure S4. Schematic representation of the *Synechocystis* mutants strains affected in the *sufR* gene used in this work.** Schematic representation of the *sufR* gene region in both COP20 and COP21 mutant strains. The *C.K1* cassette was inserted in the WT and the COP4 (CopR<sup>-</sup>) mutant strain at the indicated restriction site to generate the COP20 and the COP21 mutant strains respectively. Crossed dashed lines show homolog recombination sites.

# Supplementary material for: Global Transcriptional Profiles of the Copper Responses in the Cyanobacterium Synechocystis sp. PCC 6803
**Source:** PLoS One. 2014 Sep 30;9(9):e108912. doi: 10.1371/journal.pone.0108912
**Supplement:** Figure S5 — Changes in pigmentation in the sufR mutant strains.

WT      COP4      COP20      COP21

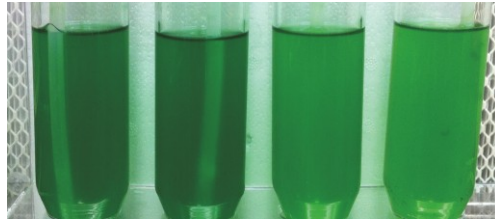

**Figure S5. Changes in pigmentation in the *sufR* mutant strains.**

Cells of WT, COP4 (CopR<sup>-</sup>), COP20 (SufR<sup>-</sup>) and COP21 (CopR-SufR<sup>-</sup>) were diluted to OD<sub>750 nm</sub> of 0.2 and cultured in BG11C-Cu medium up to the exponential phase, OD<sub>750 nm</sub> of 0.8. Cultures were photographed under this condition.

# Supplementary material for: Global Transcriptional Profiles of the Copper Responses in the Cyanobacterium Synechocystis sp. PCC 6803
**Source:** PLoS One. 2014 Sep 30;9(9):e108912. doi: 10.1371/journal.pone.0108912
**Supplement:** Figure S6 — Schematic representation of the Synechocystis mutants strains affected in the nrs and inrS genes used in this work.

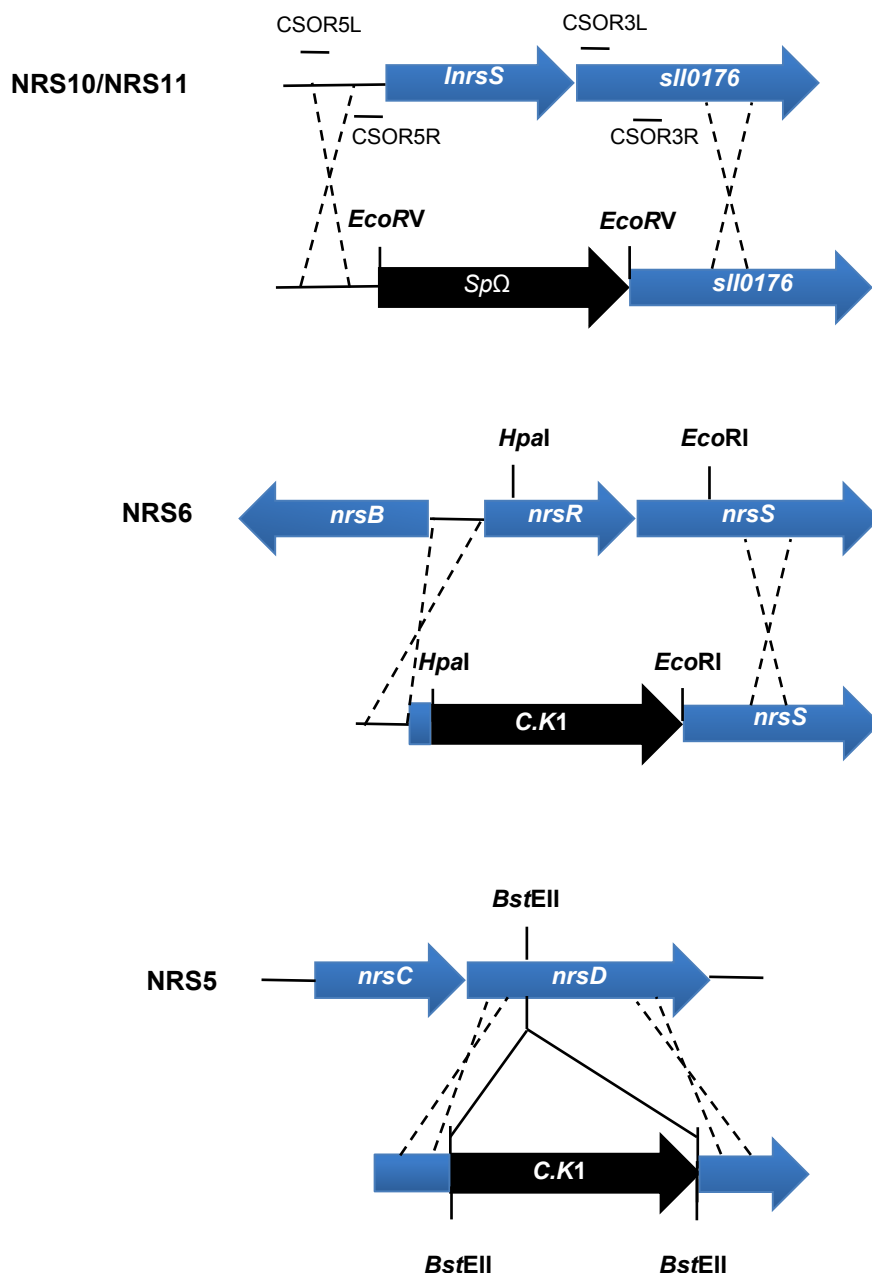

**Figure S6. Schematic representation of the *Synechocystis* mutant strains affected in the *nrs* and *inrS* genes used in this work.** Schematic representation of the *nrs* and *inrS* genes region in the NRS mutant strains. The *SpQ* and *C.K1* cassettes were inserted at the indicated restriction site. NRS5 and NRS6 were previously published and designated as NRSD, NRSRS+, respectively (García-Domínguez et. al 2000. J Bacteriol. Mar;182:1507-1514; Lopez-Maury et. al 2002 Molecular Microbiology 43: 247-256). Crossed dashed lines show homolog recombination sites. Oligonucleotides uses in this work for generate both NRS10 and NRS11 mutant strains are shown.

# Supplementary material for: Global Transcriptional Profiles of the Copper Responses in the Cyanobacterium Synechocystis sp. PCC 6803
**Source:** PLoS One. 2014 Sep 30;9(9):e108912. doi: 10.1371/journal.pone.0108912
**Supplement:** Figure S7 — copM expression in response to copper is not altered in COP1 and COP5 strains.

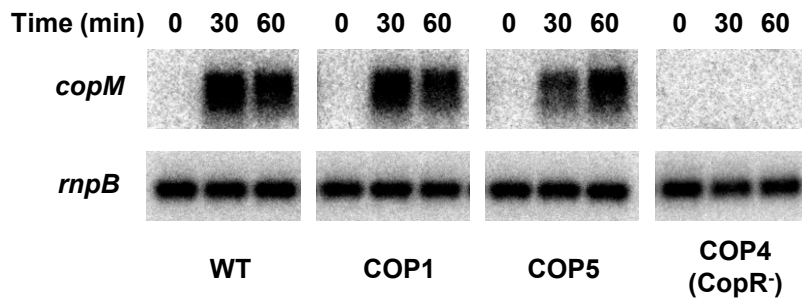

**Figure S7. *copM* expression in response to copper is not altered in COP1 and COP5 strains.** Northern blot analysis of the expression of *copM* in response to 3  $\mu$ M copper in WT, COP1, COP4 (CopR<sup>-</sup>) and COP5 strains. Total RNA was isolated from cells grown in BG11C-Cu medium after addition of copper 3  $\mu$ M. Samples were taken at the indicated times. The filter was subsequently with *copM* and *rnpB* (as loading control) probes.

# Supplementary material for: Global Transcriptional Profiles of the Copper Responses in the Cyanobacterium Synechocystis sp. PCC 6803
**Source:** PLoS One. 2014 Sep 30;9(9):e108912. doi: 10.1371/journal.pone.0108912
**Supplement:** Figure S8 — COP10 (CopMRS−) and COP4 (CopR−) show the same copper sensitivity phenotype.

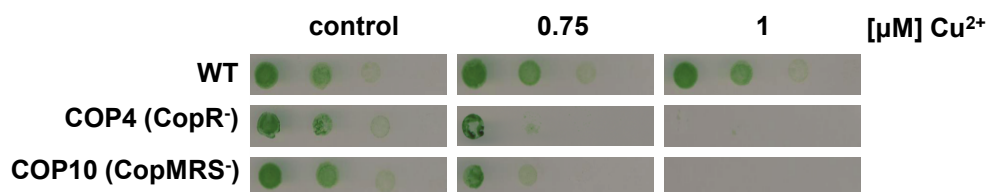

**Figure S8. COP10 (CopMRS<sup>-</sup>) and COP4 (copR<sup>-</sup>) show the same copper sensitivity phenotype.**

Growth of WT, COP4 and COP10 strains the presence or absence of copper. Ten fold dilutions of a 1  $\mu$ g chlorophyll mL<sup>-1</sup> cell suspension were spotted onto BG11C-Cu supplemented with 0.75 and 1  $\mu$ M of copper. Plates were photographed after 5 days of growth.

# Supplementary material for: Global Transcriptional Profiles of the Copper Responses in the Cyanobacterium Synechocystis sp. PCC 6803
**Source:** PLoS One. 2014 Sep 30;9(9):e108912. doi: 10.1371/journal.pone.0108912
**Supplement:** Table S6 — The PerR regulon genes after the high copper treatment.

Table S6. PerR regulon genes after high copper treatment.

| **Locus** | **Gene** | **Ratio** | **Description** |
| --- | --- | --- | --- |
|  |  |  |  |
| *slr1738* | *perR* | 10.38 | transcription regulator Fur family |
| *slr1739* | *psb28* | 2.10 | photosystem II 13 kDa protein homolog |
| *sll1620* |  | 1.75 | hypothetical protein |
| *sll1621* | *aphC* | 7.79 | AhpC/TSA family protein |
| *ssl2667* | *nifU* | 1.15 | an assembly factor for iron-sulfur culsters |
| *sll0621* | *ccdA* | 3.09 | putative c-type cytochrome biogenesis protein |
| *slr0513* | *futA2* | 0.59 | iron transport system substrate-binding protein |
| *sll0247* | *isiA* | 0.33 | iron-stress chlorophyll-binding protein |
| *slr1204* | *htrA* | 3.21 | protease |
| sll1135 |  | 1.35 | hypothetical protein |

# Supplementary material for: Global Transcriptional Profiles of the Copper Responses in the Cyanobacterium Synechocystis sp. PCC 6803
**Source:** PLoS One. 2014 Sep 30;9(9):e108912. doi: 10.1371/journal.pone.0108912
**Supplement:** Table S7 — Oligonucleotides used in this work.

Table S7. Oligonucleotides used in this work.

| **Name** | **Sequence** |
| --- | --- |
| **PetEF** | ACAATCCTCGCTGGCCTTCT |
| **PetER** | CGACAACTTTGCCTACCATG |
| **copM1F** | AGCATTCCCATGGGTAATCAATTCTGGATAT |
| **copM1R** | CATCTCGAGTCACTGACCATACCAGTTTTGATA |
| **slr2015F** | CGCTAGAACTAGGGCAGT |
| **slr2015R** | GACATTGAGATCTTCGTCC |
| **slr1667F** | CTGTGTCAGTGAGTTCGG |
| **slr1667R** | TTGCTCTTCTGCGATTGC |
| **sufRF** | CACGTCTTCACTCAGACCAC |
| **sufRR** | GTATTCAACGACAGCCAACT |
| **sufBF** | GTCAACCAACCCTACAAA |
| **sufBR** | ATGTTCCTGCAATGCTTC |
| **copBF** | AAGTCAATCGGCTCAGTCTG |
| **copBR** | GTAAACGACTTTGGGTTCTC |
| **petJF** | ATTCAACCAAGCTAGCCGAA |
| **petJR** | TCCGCTTGATCAAGCACGTA |
| **csoR5_Left** | TGGTTCCACGAGTACGATTG |
| **csoR5_Right** | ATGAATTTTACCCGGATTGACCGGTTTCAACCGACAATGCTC |
| **csoR3_Left** | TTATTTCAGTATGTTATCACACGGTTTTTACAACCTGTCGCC |
| **csoR3'_Right** | CTCGGCGGAGACTATCTTTG |
| **ARSB2** | GGATGTGAATGGAACAATGGGG |
| **ARSB3** | CAACGGGGGTCTAGCAAAGTGG |
| **NIA3** | CCCAATTTGAGGTGGTGTGATG |
| **NIA4** | ATAAAGGCAAGGGCTAGAGCAG |
| **NRP1** | CCCATATGGGCAAACTACCGCCTATC |
| **NRP3** | CCCAGGAAATAAACAGACAATCCCC |
| **∆copM1** | CGCTAGGTTGAAGGCTCTTG |
| **∆copS4** | CACTCTCTACAGTCAAAACAC |

How the deposited data were processed for this re-analysis (not part of the article)

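RNA of Synechocystis WT and of the COP4 (CopR−) strain was measured on one-colour Agilent arrays, in cells grown in BG11C-Cu and left untreated or treated with 0.3 or 3 µM copper for 1 h. Each strain had 4 untreated arrays, 2 at 0.3 µM and 2 at 3 µM, 16 arrays on 4 slides. The array labels name the second strain COPR, which the legend of Fig. S3 gives as the earlier name of COP4. Each array had its own culture condition in its label, and all 16 could be assigned. The replicate numbers come from the labels and carry no order.

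The authors labeled cRNA with Cy3 and read the arrays with Agilent Feature Extraction 10.5.1.1. The deposited scanner values used here are its processed signals, intensities with the local background subtracted and spatial trends removed, and with a substitute value for spots not above background. The authors' deposited table of values holds the same intensities on the linear scale, without log2 transformation and without normalization between arrays, and differs from the scanner values by at most 0.655%. The methods of the paper name quantile normalization and limma through oneChannelGUI, a threshold of 2.5-fold at p under 0.01, and GSEA. The scanner values were therefore put on a log2 scale and normalized here.

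Spots marked as outliers by Feature Extraction were left out. Log2 values were quantile normalized over the 16 arrays and averaged over the probes of a feature, 3.71 on average and between 1 and 4. Of 4094 features 2903 (70.9%) carry a locus name. The other 1191, among them those taken as petJ and norB, were tested and are not in the gene counts. A single limma fit (limma 3.58.1, R 4.3.3, data.table 1.17.8) of 6 groups of strain and copper gave each comparison. These were copper against untreated cells in each strain, COP4 against WT in each treatment, and the difference between the responses of the strains at each dose. A gene was called at a fold change of at least 2.5 and a Benjamini-Hochberg adjusted p under 0.01 over the 4094 features. All p values of single genes are two-sided and come from limma.

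Gene lists were tested with fgsea 1.28.0 on limma's moderated statistic of the genes with a locus name, for lists of at least 4 genes and with 10000 permutations for its first estimate. The Benjamini-Hochberg adjustment was over the 16 lists of a comparison, and a list was called at an adjusted p under 0.05. The members were chosen by gene symbol and product, from the array annotation and the paper's tables. The lists were ribosomal proteins, aminoacyl tRNA synthetases, ATP synthase, heme and chlorophyll synthesis, fatty acid synthesis, PSII, PSI, phycobilisome, chaperones, proteases, glycolysis, Fe-S cluster biogenesis, transposases, the PerR regulon of Table S6, the thioredoxin system, and the union of photosynthetic and respiratory genes. The Fe-S list takes 7 of its 13 genes from the paper's tables. It includes slr1295 by the rule for symbols, although the paper does not tie sufA to a locus. The rule for porins found 1 gene on the arrays, slr2057, which the paper's Table 1 gives as a water channel protein. This list was therefore not tested, and the paper's porin result was not examined.

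The genes named in the text were chosen by a rule. It takes every gene on the arrays that the paper names for a comparison in its text, in Tables 1 and 2 or in Table S6, and every such gene of Table S5 for the comparisons of COP4 with WT. It adds for each comparison the 10 called genes of largest absolute log2 fold change in which the arrays of the groups do not overlap. Genes affected in COP4 were read on each array first, as a check of the labels. The thresholds, the rules for genes and lists, the comparisons and most of the alternatives were fixed before the data were examined. The alternatives fixed then were 75th percentile scaling, normexp background correction (offset 50), the deposited values without normalization between arrays, a filter for probes above background, slide or replicate number as a block, a fit of only the groups compared, and the median over probes. For counts, further ones were each probe tested by itself, a log2 fold change of at least 1.5, unadjusted p, an adjusted p under 0.05, and all features. For lists they were camera with a preset correlation of 0.01, camera with an estimated correlation, and fry. Each array was also left out in turn. Scaling by control probes, lists from array names alone, and the correlation between replicates on the linear scale were added after seeing the data.

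Depth on an array is its signal over background. Well above background were 32.5 to 57.1% of the probes on untreated arrays and 81.7 to 90.6% at 3 µM. No spot was saturated (0 on each array). Where a probe of a gene was at background on every array of one group, the fold change is a lower bound. The pipeline was tested on simulated data with 200 of 4094 genes changed by 2 log2 units at the noise and group sizes of these arrays. It recovered 94.0% of them for WT at 0.3 µM, 91.0% for WT at 3 µM, 97.5% for COP4 against WT without copper and 51.5% for the difference between the responses at 3 µM. In each, 0 genes had the wrong direction and 0 unchanged genes were called. Differences between the responses of the strains are therefore missed more often than responses themselves. The simulated noise was normal and equal in all groups, the 200 genes changed as often up as down, and substitute values at background were not simulated. The simulation therefore cannot show false calls or lost calls from dim spots, from a single deviant array or from a rise of most probes.

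The lists of Tables S2, S4 and S8, and lists from other stress studies, were not used here. Northern blots, growth, reactive oxygen and other measurements without array data were not analysed here. The genes ctaA, atx1 and sigE could not be paired with a locus, and argC, copBAC and some loci of the paper's tables have no probe on the arrays. The array annotation names no genome build, so positions are given as the annotation states them.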

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

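In this part the comparisons, slide as a block and leaving out arrays were fixed before the data were examined. Their use as tests of an explanation and the other tests, apart from the correlation over genes above background, were chosen after the results were seen.

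Several untreated arrays lay apart from the other 3 of their strain. On the array of WT untreated replicate 4, 52.2% of the probes were well above background, against 56.6 to 57.1% on the others. The median signal of COP4 untreated replicate 2 was 8.62 units, against 5.16 to 5.48. The array of COP4 untreated replicate 1 had 251 spots marked as outliers, against 0 to 9. On it 42.0% of the values were substitutes for spots at background, against 19.7 to 23.4%, and its lowest value above background was 4.95 in log2 units, against 3.34 to 3.54. In all, 48 groups of 4 untreated arrays were examined, for 12 array measures and 12 genes in each strain, and 5 held an array that far from the rest. Chance gives about 1 in 20 groups, or 2.4 here.

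For COP4 untreated replicate 1, the slide is argued against by the other untreated COP4 array of the same slide, where 47.7% of the probes were well above background. A mislabelled array is argued against by its copM signal of 3.87 in log2 units, below every WT array. The labeling or hybridization of that single array stays open and was not tested, and the design names no biological difference between the untreated replicates, so no biological explanation was tested. Without this array, limma called 0 genes higher in COP4 than in WT without copper (sll1447 and sll1891 with it) and 14 lower, where with all arrays 239 genes were at an unadjusted p under 0.05. Without WT untreated replicate 4 it also called 0 higher, so this loss is not particular to 1 array. No separate test was made for the other 2 arrays, and their effect on the calls is covered by leaving each out.

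The responses of copMRS to copper differed between the strains in a test of the difference itself. At 0.3 µM the response of COP4 minus that of WT was -6.45 for copM and -5.86 for copR on the log2 scale. At 3 µM it was -8.59 for copM, -10.12 for copR and -6.49 for copS. The adjusted p from limma was 8.36e-08 and 1.82e-07 at 0.3 µM, and 3.97e-10, 4.96e-11 and 1.05e-07 at 3 µM. The labels were tested on genes other than copMRS. Treated COP4 arrays from cells without copper are argued against, since over the genes called at the same dose in WT the median log2 change in the direction of WT was at least 1.21 on each treated COP4 array and at most 0.15 on an untreated one. A single array of the wrong strain is argued against, since over the 16 other genes called between the untreated strains the median log2 difference from untreated WT, in the direction of COP4, was at least 1.45 higher on each treated COP4 array than on any treated WT array. An exchange of the 2 strain names throughout was not tested. Probes too dim to show a response in COP4 are argued against for copM, since 8 of its 8 probe spots on the COP4 3 µM arrays were well above background. With slide as a block, the 3 genes at 3 µM and the 2 at 0.3 µM were called again. The paper states that COP4 carries a deletion of the genomic copMRS copy and an insertion in copR of the plasmid copy. The missing response of copR was therefore fixed by construction. For copM and copS the arrays cannot tell the lost genomic copy from a lost response of the plasmid copy. The paper reports by northern blot that strains lacking only the genomic or only the plasmid copMRS kept the copM expression of WT. That argues against the lost genomic copy as the source for copM, and copS was not probed there. On the arrays alone, a dependence of copM and copS on CopR remains a hypothesis tested on the same data.

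The response of COP4 to copper against its own untreated cells gave 539 called genes at 3 µM (309 higher and 230 lower) and 30 at 0.3 µM (17 higher and 13 lower). Of the 539, 426 were also called in WT in the same direction. Dim probes in the untreated arrays are argued against as the source of the likeness of the strains, since the correlation of the responses was 0.961 across the 544 genes whose probes were all well above background. The slide is argued against, since 352 of the 426 genes were called in both strains again with slide as a block. The shares higher and lower depend on the scaling, and with control probe scaling, chosen after seeing the data, 1973 genes were higher and 21 lower at 3 µM. A response to copper that does not need CopR is a candidate explanation for the genes shared at 3 µM. At 0.3 µM the calls rest on single arrays. Without COP4 0.3 µM replicate 1 there were 1 higher and 0 lower, and with slide as a block 2 and 3, against 702 genes at an unadjusted p under 0.05 from limma.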

How the results depend on the processing

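Each result was computed again with a single choice changed. Scaling by control probes, lists from array names alone and the linear scale for the correlation between replicates were chosen after seeing the data. The reported counts higher and lower were 27 and 34 for WT at 0.3 µM, 319 and 214 for WT at 3 µM, 2 and 15 for COP4 against WT untreated, 0 and 10 at 0.3 µM, 1 and 16 at 3 µM, 17 and 13 for COP4 at 0.3 µM, and 309 and 230 for COP4 at 3 µM. The responses of the strains differed in 2 genes at 0.3 µM and 3 at 3 µM. The cause was not tested for any change below unless one is named.

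Single named genes and lists mostly stayed on their side of the threshold. Of those results, 236 did so with 75th percentile scaling (10 lost a call, 2 gained one), 232 with slide as a block (14 lost, 3 gained), 209 with the median of probes (6 lost, 2 gained) and 205 with the filter on dim probes (4 lost, 1 gained). With normexp 189 did and 60 lost a call. In a fit of only the groups compared 195 did and 21 lost a call. Fewer arrays then give the estimate of the spread, which is not the whole cause. With as many arrays, WT at 3 µM had 306 genes higher and 204 lower in this fit, and WT at 0.3 µM had 3 and 1. The joint fit takes the spread of a gene as equal in all groups, and this fit takes it from the compared groups alone. With single arrays left out 1384 values held, 91 lost a call and 9 gained one. Some settings moved a count by more than 1.5 times or reversed a value, as follows.

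With 75th percentile scaling the count higher for WT at 0.3 µM was 16, and the list of photosynthetic and respiratory genes was called in the opposite direction (0.0412). The share of called genes that were higher was 50.5% for WT at 3 µM, 43.1% for COP4 at 3 µM and 40.0% for COP4 at 0.3 µM, against 59.8, 57.3 and 56.7% as reported. Normexp background correction gave 5 higher and 14 lower for WT at 0.3 µM, 68 higher and 62 lower for WT at 3 µM. Where COP4 was involved, the counts were 0 higher and 7 lower for COP4 against WT untreated, 4 lower for COP4 against WT at 0.3 µM, 6 higher for COP4 at 0.3 µM, 70 higher and 75 lower for COP4 at 3 µM. Its squared correlation between replicates was 0.961 for untreated WT and 0.966 at 0.3 µM. A fit of only the groups compared gave 3 higher and 1 lower for WT at 0.3 µM. With it the comparisons of COP4 had 1 higher for COP4 against WT untreated, 4 lower for COP4 against WT at 0.3 µM, 2 higher for COP4 against WT at 3 µM, 1 higher and 2 lower for COP4 at 0.3 µM. Slide as a block gave 10 higher and 19 lower for WT at 0.3 µM. In the COP4 comparisons the counts were 1 higher for COP4 against WT untreated, 2 higher for COP4 against WT at 0.3 µM, 2 higher and 3 lower for COP4 at 0.3 µM. The median of probes gave 1 higher for COP4 against WT untreated. Each probe tested by itself gave 329 lower for WT at 3 µM. Among the other comparisons there were 0 higher for COP4 against WT untreated, 1 higher for COP4 against WT at 0.3 µM, 2 higher for COP4 against WT at 3 µM, 8 lower for COP4 at 0.3 µM, 367 lower for COP4 at 3 µM. Its squared correlation was 0.871 for untreated WT and 0.852 at 0.3 µM.

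A log2 fold change of at least 1.5 gave 15 higher for WT at 0.3 µM. For the other comparisons it gave 1 higher for COP4 against WT untreated, 11 higher for COP4 at 0.3 µM. An unadjusted p under 0.01 gave 53 lower for WT at 0.3 µM. The COP4 comparisons then had 5 higher for COP4 against WT untreated, 12 higher and 24 lower for COP4 against WT at 0.3 µM, 3 higher for COP4 against WT at 3 µM, 48 higher and 26 lower for COP4 at 0.3 µM. It gave 44 genes whose response differs between the strains at 0.3 µM and 11 at 3 µM. An adjusted p under 0.05 gave 7 higher for COP4 against WT at 0.3 µM, 2 higher for COP4 against WT at 3 µM, 41 higher and 22 lower for COP4 at 0.3 µM. It gave 5 genes whose response differs at 3 µM. Counting all features gave 52 lower for WT at 0.3 µM. These settings change the threshold or the features counted, and the change follows from that. The linear scale gave a squared correlation of 0.951 for untreated WT, 0.982 at 0.3 µM and 0.962 at 3 µM.

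The deposited values without normalization between arrays gave 74 higher and 3 lower for WT at 0.3 µM, 2483 higher and 8 lower for WT at 3 µM. In the COP4 comparisons the counts were 0 higher for COP4 against WT untreated, 0 higher for COP4 against WT at 3 µM, 450 higher and 0 lower for COP4 at 0.3 µM, 2192 higher and 15 lower for COP4 at 3 µM. The squared correlation at 0.3 µM was 0.896. The signal of most probes was higher at 3 µM, so a fold change without normalization between arrays is shifted upward. The 37 values that changed sign and were called in at least 1 of the 2 settings were, as log2 fold changes, for WT at 3 µM sll0176 (2.24), sll0224 (0.87), sll0455 (0.92), sll0461 (0.91), sll0798 (1.64), sll0856 (0.99), sll1087 (0.16), sll1206 (1.60), sll1270 (0.92), sll1406 (0.95), sll1598 (2.39), sll1745 (0.092), sll1746 (0.39), sll1760 (1.13), sll1810 (0.69), sll1811 (0.65), sll1812 (0.42), sll1987 (0.33), slr0096 (0.56), slr0193 (0.81), slr0369 (0.71), slr0415 (1.16), slr0452 (0.66), slr0513 (1.87), slr0793 (1.57), slr0794 (2.68), slr0795 (1.93), slr0875 (0.75), slr1137 (1.89), slr1138 (1.46), slr1367 (0.98), slr1529 (0.78), slr1545 (0.29), slr1727 (0.45), slr1756 (0.40), slr1857 (0.89), ssl0707 (0.94).

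Scaling by control probes gave 774 higher and 10 lower for WT at 0.3 µM, 2292 higher and 19 lower for WT at 3 µM. It further gave 0 higher for COP4 against WT untreated, 0 higher for COP4 against WT at 3 µM, 394 higher and 3 lower for COP4 at 0.3 µM, 1973 higher and 21 lower for COP4 at 3 µM. It rests on 4 of 10 types of control probe and shifts the median log2 fold change as given at the array data. The 28 log2 fold changes that changed sign with it and were called in at least 1 of the 2 settings were for WT at 3 µM sll0176 (1.91), sll0224 (0.53), sll0455 (0.58), sll0461 (0.57), sll0856 (0.65), sll1270 (0.58), sll1406 (0.61), sll1598 (2.05), sll1746 (0.059), sll1760 (0.79), sll1810 (0.35), sll1811 (0.32), sll1812 (0.088), slr0096 (0.23), slr0193 (0.48), slr0369 (0.38), slr0415 (0.83), slr0452 (0.32), slr0513 (1.53), slr0794 (2.35), slr0795 (1.59), slr0875 (0.41), slr1367 (0.65), slr1529 (0.44), slr1727 (0.12), slr1756 (0.067), slr1857 (0.55), ssl0707 (0.61).

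For the gene lists, camera with an estimated correlation called 0 of the lists at 0.3 µM and 0 at 3 µM, against 7 and 12 reported from fgsea, and it gave 3 and 9 lists at an unadjusted p under 0.05, and fry called 4 at 0.3 µM. At 0.3 µM single lists moved across the threshold, in adjusted p, with camera and its preset correlation (heme and chlorophyll 0.0344, fatty acid synthesis 0.0745 and the union 0.809) and with slide as a block (PSII 0.218, transposases 0.0167 and thioredoxin 0.0167). They also did with control probe scaling (heme and chlorophyll 0.0209, glycolysis 0.0472, fatty acid synthesis 0.449 and PSII 0.0946) and with array names alone (PSII 0.0772). With 75th percentile scaling the fatty acid synthesis list was lost (0.0587). At 3 µM fry also called heme and chlorophyll (0.0300), fatty acid synthesis (0.00903) and the PerR regulon (5.36e-06), and camera the PerR regulon (0.0186). The rule for porins (1 gene, the water channel gene slr2057) gave no test.

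With each array left out in turn, the counts higher ranged from 7 to 27 and lower from 5 to 39 for WT at 0.3 µM, and from 235 to 333 and 135 to 226 for WT at 3 µM. For COP4 against WT they ranged from 0 to 4 higher and 13 to 18 lower untreated, 0 to 2 and 6 to 8 at 0.3 µM, and were 1 higher and 10 to 12 lower at 3 µM. For COP4 they ranged from 1 to 30 and 0 to 14 at 0.3 µM, with 1 and 0 without COP4 0.3 µM replicate 1, and from 246 to 322 and 187 to 240 at 3 µM. Responses differed in 2 to 3 genes at 0.3 µM and 3 to 4 at 3 µM. The squared correlation of untreated WT arrays ranged from 0.914 to 0.943, and the lists called from 5 to 7 at 0.3 µM and stayed at 12 at 3 µM. Without WT 0.3 µM replicate 1 the PSII list changed direction (0.989), and without replicate 2 the union did (0.00976). Over the arrays left out, the adjusted p of the PSII list ranged from 0.000178 to 0.989 and that of the union from 1.30e-06 to 0.283. Leaving out a treated array leaves a lone sample, which is assumed to vary like the other groups.

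Replicate number as a block gave 52 lower for WT at 0.3 µM. Among the other comparisons there were 4 higher for COP4 against WT untreated, 2 higher for COP4 against WT at 0.3 µM. Named genes and lists held in 239 results with this block, 9 lost a call and 1 gained one (the thioredoxin list at 0.3 µM, adjusted p = 0.0409; the union was not called, 0.320). The numbers were not taken to pair samples. Across 32 pairs of arrays with the same number in different groups, the correlation of deviations from the group means across genes ranged from -0.162 to 0.264, with a median of 0.0284 and 11 pairs above 0.1.

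Signal over background limits the results for dim genes. The filter for probes well above background on every array of a group kept 13506 probes of 3932 features, 2844 of them with a locus name. With it no count changed by more than 1.5 times.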

Differences from the paper's values

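Of the alternatives named here, scaling by control probes was chosen after seeing the data, and the others were set before the data were examined. The deposited values are the authors' intensities without normalization between arrays.

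The paper gives 17 genes up-regulated at 0.3 µM copper in WT, and 27 were called here. The count was within 1.5 times the paper's with 75th percentile scaling (16), the filter for probes above background (23), the median of probes (20), each probe tested by itself (19), a log2 fold change of at least 1.5 (15), and without WT untreated replicate 2 (22) or replicate 3 (21). It was not with normexp (5), the deposited values (74), slide as a block (10), replicate number as a block (31), a fit of only the groups compared (3), unadjusted p (34), an adjusted p under 0.05 (33) or all features (33). Nor was it without WT 0.3 µM replicate 1 (10) or replicate 2 (7), or without WT untreated replicate 1 (27) or replicate 4 (26).

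For amt1 (sll0108) at 3 µM the paper's Table 1 gives a ratio of 0.15, and the ratio here was 0.0917. It did not differ with normexp (0.154) or without WT 3 µM replicate 2 (0.117). It differed with 75th percentile scaling (0.0729), the deposited values (0.434), slide as a block (0.0819), replicate number as a block (0.0895) and the median of probes (0.0978). It also differed without WT 3 µM replicate 1 (0.0716) and without WT untreated replicate 1 (0.0975), 2 (0.0875), 3 (0.0911) or 4 (0.0909).

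For aroQ (sll1112) at 3 µM the paper's Table 2 gives 4.82, and the ratio here was 7.62. It did not differ with 75th percentile scaling (5.21), normexp (3.37), slide as a block (6.29), replicate number as a block (5.69), the median of probes (6.87), without WT 3 µM replicate 2 (6.27) or without WT untreated replicate 4 (6.39). It differed with the deposited values (31.0), without WT 3 µM replicate 1 (9.39) and without WT untreated replicate 1 (8.00), 2 (8.73) or 3 (7.77).

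For copM (sll0788) in COP4 over WT at 3 µM the paper's Table S5 gives a ratio of 0.00134, and the ratio here was 0.000732. It did not differ with 75th percentile scaling (0.00193) or the deposited values (0.00117). It differed with normexp (0.00234), slide as a block (0.000872), replicate number as a block (0.000732) and the median of probes (0.000737). It also differed without COP4 3 µM replicate 1 (0.000855) or replicate 2 (0.000626), and without WT 3 µM replicate 1 (0.000725) or replicate 2 (0.000738).

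At 0.3 µM the paper names the PSII list as the single list down-regulated. Here the PSI list was also lower (adjusted p = 0.00319 from fgsea), and it was not called under fry, under camera with an estimated correlation, or without WT 0.3 µM replicate 1. The paper names the heme list among those up-regulated. Here it was not called (adjusted p = 0.119, with 0.0209 to 0.459 over the alternatives), and it was called under camera with its preset correlation (0.0344), without WT 0.3 µM replicate 1 (0.0253), and with control probe scaling (0.0209).

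Of the genes in Tables 1 and 2 that are on the arrays, 4 were not called at 3 µM. These were iutA (sll1206, log2 fold change -0.86, adjusted p = 0.0578), dnaK (sll0170, 1.50, adjusted p = 0.0147), cysS (slr0958, 0.91, adjusted p = 0.0195) and slr2077 (0.35, adjusted p = 0.255). iutA was called with the filter for probes above background and with each probe tested by itself. dnaK was called with the median of probes, unadjusted p, an adjusted p under 0.05, without WT untreated replicate 1, with the deposited values and with control probe scaling. cysS and slr2077 were called with each probe tested by itself, with the deposited values and with control probe scaling.

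Of the 42 genes of Table S1 on the arrays, 8 were not called. Of these, each probe tested by itself called 2, the deposited values 3 and control probe scaling 5, and sll1118 was called in none of the settings. Of the 395 genes of Table S3 on the arrays, 19 were not called. Of these, each probe tested by itself called 18, the deposited values 10, control probe scaling 10, the median of probes 5, the filter for probes above background 3, replicate number as a block 2, slide as a block 1, and unadjusted p and an adjusted p under 0.05 1 each. Leaving out WT 3 µM replicate 1 called 2, and leaving out WT untreated replicate 1, 2, 3 or 4 called 4, 2, 2 and 1. Of the 13 genes of Table S5 at 0.3 µM, 5 were not called here or in any setting. They were sll0614 (log2 fold change of COP4 over WT -1.26, adjusted p = 0.0987), sll0784 (-0.97, adjusted p = 0.258), sll1118 (-0.35, adjusted p = 0.765), sll1408 (-1.30, adjusted p = 0.0494) and slr1123 (-1.07, adjusted p = 0.350).

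The paper names slr1682 at 3 µM as the exception to the down-regulation of genes in COP4. Here sll1447 and sll1891 were also called higher in untreated COP4, and neither was without COP4 untreated replicate 1 or without WT untreated replicate 4. The paper sets copMRS apart from the operons already lower without copper. Here copM was called lower in untreated COP4 (log2 fold change -1.82, adjusted p = 0.000203). Over the alternatives its adjusted p ranged from 0.000106 to 0.0885, so this call was not kept in all of them. The paper reports no differential expression of the nrs genes between the strains. Here slr0793, taken as nrsB, was called lower in COP4 at 0.3 µM (-1.54, adjusted p = 0.00727), and this call was lost with any 1 of the 4 arrays left out.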

Other observations

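In this part the other splits of the untreated arrays and the tests of shared untreated arrays across genes were chosen before their results were seen. The comparisons, slide as a block and leaving out arrays were fixed before the data were examined, while their use as tests of an explanation and the other tests were chosen after the results were seen.

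Without copper, 17 genes were called between COP4 and WT. The 8 untreated arrays can be split into groups of 4 in 35 ways. Only 1 of these, the split by strain, gave as many called genes, and the largest count among the others was 1, with a median of 0, so chance can be excluded at a level of 5%, where the smallest share that 35 splits can give is 2.86%. The slide is argued against as the sole source, since 12 of the 17 genes were called again with slide as a block. What stays open on the arrays is any difference between the strains, of CopR or elsewhere in the genome, which they do not separate. For slr1667 and slr2015 the paper's northern blot argues against CopR. There COP10, which lacks both copies of copMRS, had the pattern of WT, and the paper proposes an additional mutation in COP4.

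The signal of the arrays was higher at 3 µM copper than in untreated cultures. In WT the median signal rose by a ratio of 5.82 and in COP4 by 5.50. The slide is argued against, since the smallest ratio within a slide was 3.61. Scanner or hybridization brightness shared by all spots is argued against, since the control probes gave a ratio of 1.26 in WT. A few genes taking most of the signal in untreated cells are argued against, since signal moving between genes leaves the sum over all gene probes unchanged, and that sum rose by a ratio of 3.04 in WT and 2.39 in COP4. Signal on probes whatever their target is argued against as the whole source, since the dim control probes rose by 3.90 units in WT while the median of the gene probes rose by 42.6. The WT rise is held down by untreated replicate 4. Its dim control probes read 11.7 units, against 1.71 to 3.71 on the other untreated WT arrays. In COP4 the dim control probes rose by 7.83 units (a ratio of 4.01) against 27.0. A part of the rise therefore stays open in both strains. A larger share of messenger RNA in the labeled RNA after copper could give this rise. It cannot be told apart from a larger amount of labeled RNA on the arrays. The paper gives 0.2 µg of RNA as the input of the labeling, and amounts for single arrays were not analysed here. Quantile normalization removes this rise, so the fold changes are relative to the other genes.

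The array of WT 0.3 µM replicate 1 was brighter than that of replicate 2, with median signals of 28.8 and 9.93 units. The slide is argued against, since both lie on 1 slide. Signal on probes whatever their target is a candidate explanation, since the dim control probes read 33.7 and 4.64 units, a difference of 29.1, and the median of the gene probes differed by 18.9 units. Both arrays have the same condition, so no biological explanation was tested.

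This array bears on the lists at 0.3 µM in WT. Without it the adjusted p of the PSII list was 0.989, so the lower PSII genes may come from the signal on that array. The median log2 value of the PSII genes against untreated WT was -0.65 on it and -0.07 on the other array. For PSI the adjusted p without it was 0.699, with medians of -1.06 and -0.23 on the 2 arrays and -0.48 and -0.31 on those of COP4, and the signal on that array and an effect of copper cannot be told apart for this list because a single WT array remains. For ribosomal proteins, aminoacyl tRNA synthetases and ATP synthase the largest adjusted p without it was 0.00104, which argues against that array as the source of their rise.

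Many genes called at 0.3 µM in WT had the same sign at 3 µM, 41 of 61. Of the 61, 15 were also called at 3 µM in the same direction (5 of 27 higher and 10 of 34 lower) and 2 in the opposite direction. Both doses are compared with the same untreated arrays, which alone makes responses correlate. In 1000 simulations without any response, the correlation across the 2903 genes averaged 0.334 and ranged from 0.270 to 0.392. The correlation measured was 0.121, below every simulation, which decides nothing, since a large response at 1 dose alone also lowers this correlation. In a second test each dose was set against 2 untreated arrays of its own, in 6 arrangements. Of the 18 to 62 genes then called at 0.3 µM, 56.4 to 77.8% had the same sign at 3 µM, where the signs of the 2 responses by themselves give at most 50.5%. The share passed the binomial 95% limit in 3 of the 6 arrangements, and the correlation ranged from -0.0299 to 0.167. The shared untreated arrays and a common response to copper cannot be told apart for these genes, because only 2 untreated arrays remain for each dose. For copM, copR and petE the shared untreated arrays are argued against, since every treated WT array of either dose exceeded the highest untreated one by at least 4.27 on the log2 scale, and the untreated arrays differed by at most 1.06.

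The gene slr1815 rose at 3 µM in WT (3.08) and not in COP4 (-0.56), and the difference of the responses was -3.64 (standard error 0.62, adjusted p = 0.0197 from limma), short of the threshold. With slide as a block it was -3.90, which argues against the slide. With 1 array left out it was closest to 0 at -3.33, without WT untreated replicate 4, which argues against a single array as its source. A dependence on CopR is a candidate explanation that these arrays leave open, since the gene was also lower in untreated COP4 and the gene was singled out after its value was seen.

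In COP4 the log2 fold change of petE was 5.30 at 0.3 µM and 6.48 at 3 µM, each called. That of petJ was -2.27 at 0.3 µM (adjusted p = 0.00252) and -3.97 at 3 µM. The arsB, arsH and arsC genes had 9.03, 7.90 and 7.48 at 3 µM, and nrsD had 5.25. At 3 µM the called gene that fell most among those with a locus name was slr0750 (chlN, -4.56). At 0.3 µM htrA had 2.54, nifJ -2.57 and ssr2786 -2.62, with adjusted p of 0.00147, 0.00147 and 0.00211. Without COP4 0.3 µM replicate 1 these calls were lost (adjusted p = 0.0388, 0.0360 and 0.0360), and without replicate 2 those of nifJ (0.0630) and ssr2786 (0.0998). Over the alternatives the adjusted p ranged from 0.000208 to 0.0388 for htrA, 0.00247 to 0.0630 for nifJ and 0.00292 to 0.0998 for ssr2786. The median log2 fold change of the features with 75th percentile scaling was -0.25 at 0.3 µM and -0.23 at 3 µM, and with control probe scaling 0.60 and 1.79. In COP4 over WT, slr0163 was called without copper (-1.67) and at 3 µM (-1.90), and slr2019 at 3 µM (-1.96). These genes were named after their calls were seen.

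Some genes that the rule names have no value above. In WT at 3 µM the log2 fold change was -1.89 for sigG (slr1545, adjusted p = 0.000285 from limma), -1.70 for ntrX (slr1529, 0.000167), -3.33 for urtA (slr0447, 8.67e-08), -2.36 for sll1087 (9.71e-07) and -2.14 for katG (sll1987, 2.91e-06). It was 1.98 for pepM (slr0918, 4.63e-05), 1.81 for hhoB (sll1427, 1.41e-05), 1.75 for clpP1 (slr0542, 1.53e-05), 1.68 for txlA (sll1980, 1.48e-05), 2.03 for slr0544 (6.02e-06), 1.81 for slr0678 (0.000152) and 1.84 for sll1482 (at least 2.87-fold, 1.18e-05). All 12 were called. The call of sigG was lost without WT 3 µM replicate 2 (adjusted p = 0.0143), and with any other array left out the 12 calls stayed. With normexp background correction the calls of ntrX, sll1087, katG, pepM, hhoB, clpP1, txlA, sll1482 and slr0678 were lost. The values as deposited gave no call in the same direction for sigG, ntrX, urtA, sll1087 and katG, and control probe scaling none for sigG, ntrX, sll1087 and katG. In COP4 at 3 µM the log2 fold change was 4.84 for sll0986 (6.52e-10) and 4.78 for thrC (sll1688, 8.99e-09). In COP4 at 0.3 µM it was -2.09 for sll0742 (0.00982), -2.03 for slr0373 (0.00178), 2.18 for sll1530 (at least 2.46-fold, 0.00455) and 2.01 for slr1166 (at least 1.35-fold, 0.00328). Each of these 4 calls was lost with either COP4 0.3 µM array left out and with slide as a block, that of sll0742 also without COP4 untreated replicate 2, 3 or 4, and that of sll1530 also without COP4 untreated replicate 1 or 4.

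Of the gene lists in COP4 over WT, fgsea called the PSI (0.42, adjusted p = 4.04e-05), PSII (0.25, 0.00182), phycobilisome (0.21, 0.0368) and thioredoxin lists (0.17, 0.0349) and the photosynthetic and respiratory union (0.18, 1.94e-10) as higher at 3 µM by their median log2 fold change. With control probe scaling, which shifts the median of all features, these medians were -0.0013, -0.16, -0.23, -0.16 and -0.21. The ribosomal protein list was lower (-0.23, 0.0349; -0.62 with control probe scaling). At 0.3 µM it called the union (0.25, 4.17e-05; 0.13 with control probe scaling), PSII (0.30, 0.00730; 0.25) and thioredoxin lists (0.39, 0.0435; 0.34). Without WT 0.3 µM replicate 1 none of these 3 was called (adjusted p = 0.999, 0.461 and 0.0997), and without replicate 2 the thioredoxin list was not (0.0640). Without copper no list was called, and the smallest adjusted p was 0.0520, for the union.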
